# Identification of extracellular miRNA in archived serum samples by next-generation sequencing from RNA extracted using multiple methods

**DOI:** 10.1007/s11033-016-4043-6

**Published:** 2016-08-10

**Authors:** Aarti Gautam, Raina Kumar, George Dimitrov, Allison Hoke, Rasha Hammamieh, Marti Jett

**Keywords:** DoDSR, miRNA, Next-generation sequencing, Serum, Data analysis

## Abstract

miRNAs act as important regulators of gene expression by promoting mRNA degradation or by attenuating protein translation. Since miRNAs are stably expressed in bodily fluids, there is growing interest in profiling these miRNAs, as it is minimally invasive and cost-effective as a diagnostic matrix. A technical hurdle in studying miRNA dynamics is the ability to reliably extract miRNA as small sample volumes and low RNA abundance create challenges for extraction and downstream applications. The purpose of this study was to develop a pipeline for the recovery of miRNA using small volumes of archived serum samples. The RNA was extracted employing several widely utilized RNA isolation kits/methods with and without addition of a carrier. The small RNA library preparation was carried out using Illumina TruSeq small RNA kit and sequencing was carried out using Illumina platform. A fraction of five microliters of total RNA was used for library preparation as quantification is below the detection limit. We were able to profile miRNA levels in serum from all the methods tested. We found out that addition of nucleic acid based carrier molecules had higher numbers of processed reads but it did not enhance the mapping of any miRBase annotated sequences. However, some of the extraction procedures offer certain advantages: RNA extracted by TRIzol seemed to align to the miRBase best; extractions using TRIzol with carrier yielded higher miRNA-to-small RNA ratios. Nuclease free glycogen can be carrier of choice for miRNA sequencing. Our findings illustrate that miRNA extraction and quantification is influenced by the choice of methodologies. Addition of nucleic acid- based carrier molecules during extraction procedure is not a good choice when assaying miRNA using sequencing. The careful selection of an extraction method permits the archived serum samples to become valuable resources for high-throughput applications.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s11033-016-4043-6) contains supplementary material, which is available to authorized users.

## Introduction

miRNA is a functionally important class of small, non–protein coding RNA, 19–24 nucleotides in length, that are post-transcriptional regulators of gene expression [1]. miRNAs act as important regulators of gene expression by promoting mRNA degradation or by attenuating protein translation [2]. It has been suggested that miRNA can potentially regulate every aspect of cellular activity such as cell development, differentiation, proliferation, cell death, stress reaction, fat metabolism, insulin secretion and carcinogenesis [3–5]. A single miRNA can regulate hundreds of mRNAs by recognizing complementary sequences in the 3′UTRs of their target mRNA, and multiple miRNAs can regulate an individual mRNA [6]. Current estimates indicate that more than one-third of the cellular transcriptome is regulated by miRNAs [7]. miRNAs have been found in tissues, serum/plasma, and other body fluids in a stable form that is protected from endogenous RNase activity. miRNA expression in biofluids, such as serum, plasma, urine or cerebrospinal fluid, is a rapidly expanding area of research [8]. miRNAs in circulation are thought to contribute to the normal functioning of circulatory and immune systems [9, 10] and have been proposed as candidate biomarkers of health/disease status [11, 12]. Results of another study by Keller and coworkers [13] strengthen the potential of blood-borne miRNAs as biomarkers. The use of serum or plasma reduces variables and possibly allows the detection of a more concentrated disease-related miRNome by decreasing the background expression of miRNAs from blood cells.

The measurement and exact quantification of miRNAs from serum are hampered by low yields of RNA due to its low concentration (0.1–1 ng/ml) [14]. However, miRNA is considered stable even after subjected to severe conditions such as freeze–thaw cycles and storage conditions, as well as changes in the pH levels [15, 16]. In contrast, synthetic, unbound, free-circulating miRNA degrades rapidly [17]. The profiles of miRNA are preserved up to 10 years in archived serum [18], and it was recently published that the miRNA and DNA may be frozen up to 40 years without significant degradation [19, 20]. A technical hurdle in studying the dynamics of gene expression is the ability to reliably extract miRNA from these compromised biological samples. However, a number of commercial extraction kits have recently become available that seek to optimize the extraction of small RNAs, either in conjunction with full length total RNA or as a fraction enriched for small RNAs. Historically, genome-wide analysis of miRNA expression has been performed through microarrays [21, 22], but the effort is now largely based on sequencing [23–26]. Next-Generation Sequencing (NGS) technology has quickly emerged as a preferred method for studying miRNA expression. Sequencing provides the opportunity to examine all miRNAs simultaneously and has the potential to identify novel miRNAs. Thus, isolation of miRNAs must be optimized for sequencing analysis.

In this study, we evaluated different extraction procedures, with and without addition of a carrier, on serum “test samples” that were obtained from the Department of Defense Serum Repository (DoDSR). These specimens are linked with the Defense Medical Surveillance System (DMSS) data and are augmented by epidemiological studies for military and operational relevance, and upon additional approval, the samples can be applied for research purposes. The rich details related to military service that have been collected provide health professionals with unique opportunities to utilize these archived samples to find solutions for both demographical groups and individuals. It is important to optimize the different aspects of sample management, such as sample storage conditions and extraction procedures, and to demonstrate that the miRNA obtained is of sufficient quality for NGS.

## Materials and methods

### Serum samples

The serum samples were obtained from the DoDSR where they were stored at −30 °C. These samples were called “test samples” and were used to conduct a pilot study with the purpose of determining suitable methods for these compromised samples before setting up a larger study. In the current study, a subset of samples was thawed on ice, pooled, and divided into 350 μL aliquots, frozen and stored at −80 °C to be used in extractions as “pooled” samples (Fig. 1) and we used a subset of independent, archived serum samples as received from the DoDSR, calling this set “unpooled samples.” For each extraction method, individual 350 µL sample aliquots were thawed, followed by addition of initial denaturant from the respective kits. We used triplicates samples for each extraction therefore a total of 36 samples were generated from the study. All procedures used 350 μL of serum for miRNA extractions except the Qiagen miRNeasy Mini Kit, where 200 μL of sample was used per extraction.

**Fig. 1:**
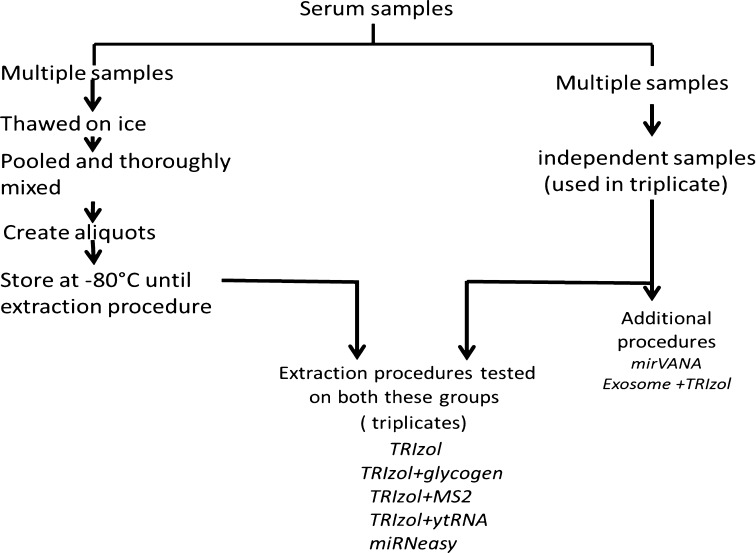
Experimental set-up: Multiple pooled serum samples, as well as an independent set of unpooled serum samples, were used for RNA extractions using multiple methods

### RNA extraction

Different miRNA extraction methods were evaluated with either unpooled or pooled serum samples used in triplicate per extraction method. The extraction methods TRIzol Reagent (Invitrogen, Life Technologies, Grand Island, NY, USA) and TRIzol LS Reagent (Invitrogen) were tested with or without a different carrier, such as glycogen (Invitrogen), bacteriophage MS2 (Roche, Basel, Switzerland) and yeast tRNA (Invitrogen). Extractions were also performed using the miRNeasy Mini Kit (Qiagen, Valencia, CA, USA). Other extraction methodologies that were tested only on the unpooled samples were the mirVANA miRNA Isolation Kit (Ambion, Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA), the ExoQuick Exosome precipitation (System Biosciences, Inc., Mountain View, CA, USA) extraction in conjunction with the TRIzol procedure, and the ExoQuick Exosome precipitation in combination with mirVANA miRNA Isolation Kit. The detailed study plan is shown in Fig. 1. The description of each extraction method is explained below.

### TRIzol

TRIzol extractions were conducted according to the manufacturer’s protocol (Invitrogen). Briefly, 700 μL of TRIzol was added to 350 μL of serum followed by incubation at room temperature for 5 min. Chloroform (Sigma-Aldrich, St. Louis, MO, USA) was added, and the samples were vortexed and incubated for 5 min at room temperature followed by centrifugation at 12,000×*g* for 15 min at 4 °C. The aqueous phase containing RNA was transferred to a new tube and isopropanol (Fisher-Scientific, Thermo Fisher Scientific, Waltham, MA, USA) was added. The samples were incubated at room temperature for 10 min followed by centrifugation at 12,000x*g* for 15 min at 4 °C. The pellet was washed with 75 % Ethanol (Sigma-Aldrich), air-dried and resuspended in 20 μL nuclease-free water (Ambion). For addition of carriers, 2 μL of glycogen (5 μg/μL), 1 μL of bacteriophage MS2 RNA (500 ng/μL) or 1 μL of yeast tRNA (500 ng/μL) were added during the isopropanol precipitation of the extraction procedure. TRIzol LS was used instead of TRIzol in the procedure using the glycogen carrier.

### mirVANA kit

The samples were processed using the mirVANA miRNA Isolation Kit following the manufacturer’s protocol.

### ExoQuick exosome precipitation followed by TRIzol extraction

The samples were processed using the ExoQuick Exosome precipitation method by adding 90 μL of ExoQuick solution (System Biosciences, Inc.) and incubating overnight at 4 °C. The samples were centrifuged at 1500x*g* for 30 min at room temperature and the supernatant was aspirated, followed by centrifugation of the pellet at 1500x*g* for 5 min at room temperature to remove all traces of residual Exoquick solution. The pellet was dissolved in 350 μL of TRIzol reagent and the TRIzol extraction procedure was followed.

### miRNeasy kit

The miRNeasy Mini Kit was used to extract miRNA and total RNA following the manufacturer’s protocols.

### miRNA quality control

The quality of the RNA was evaluated by the Bioanalyzer 2100 instrument (Agilent, Santa Clara, CA, USA) using the small RNA chip (Agilent) according to the manufacturer’s protocol.

### Small RNA sequencing

Small RNA libraries were prepared using the TruSeq Small RNA Sample Preparation kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. A fraction of five microliter of total RNA was used for library preparation as quantification is below the detection limit. Five microliters of total RNA was ligated with 3′ and 5′ adaptors followed by reverse transcription with SuperScript II Reverse Transcriptase (Invitrogen) and unique indexes were introduced during PCR amplification for 15 cycles. A multiplexed pool consisting of equimolar amounts of small RNA-derived libraries was prepared. The 140–150 nt region containing the microRNA fraction of the library was excised from a 6 % polyacrylamide gel after electrophoresis, ethanol-precipitated and quantified. The samples were subsequently sequenced on the Illumina HiScan SQ instrument using 50 + 7 (index) sequencing cycles.

### Sequencing data analysis

Our data analysis pipeline (Fig. 2) performs preprocessing of reads for quality assessment, quality filtering, and adaptor trimming of raw reads, then implements sequence read alignments against reference genome assembly, miRNA quantification, and lastly, executes expression and functional analyses.

**Fig. 2:**
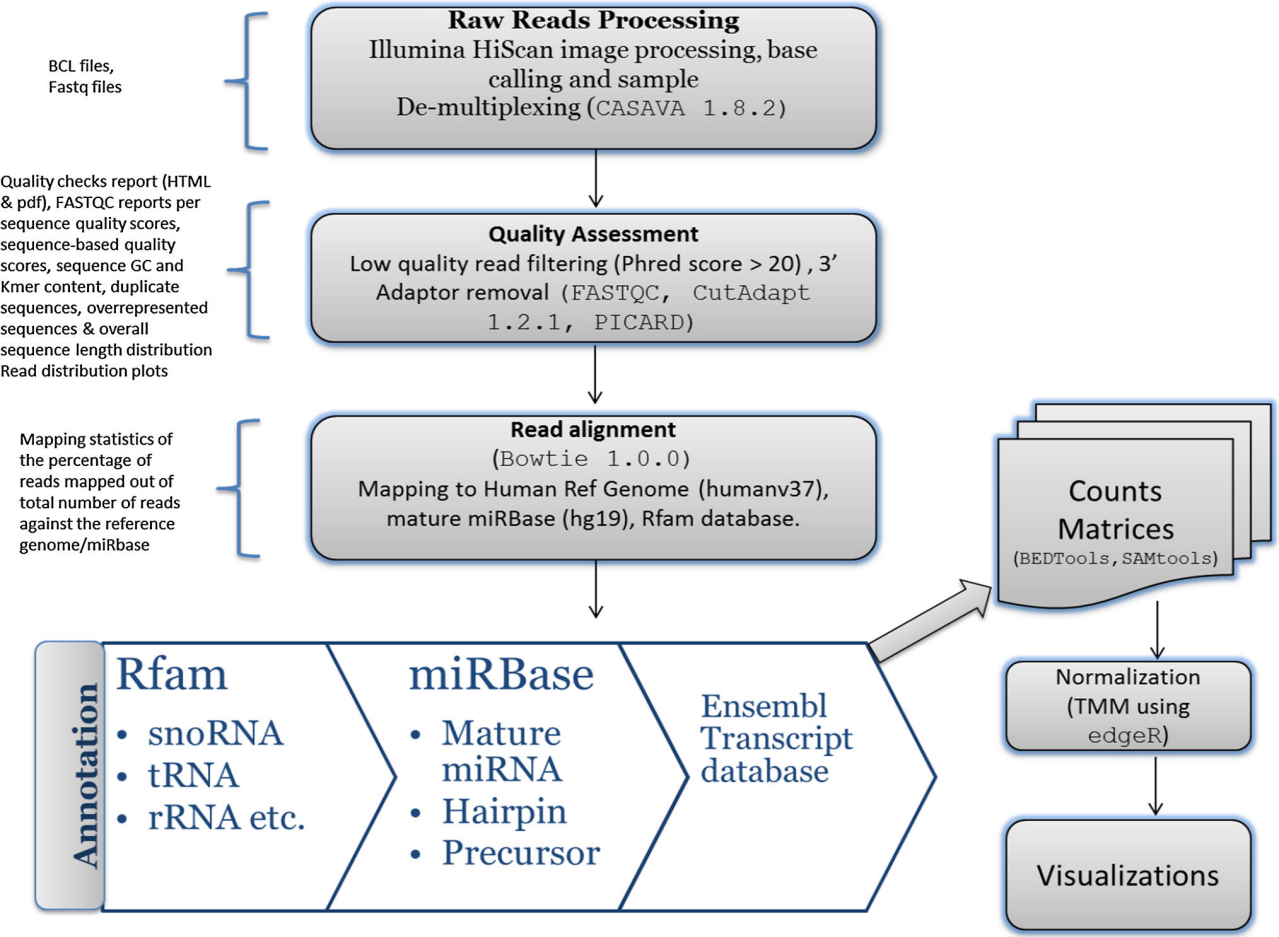
Pipeline for data analysis: Raw reads are preprocessed for quality assessment, quality filtering and adaptor trimming of raw reads, followed by sequence read alignment against reference genome assembly and miRNA quantification, and lastly, expression and functional analysis. The quality control step generates quality check reports in HTML/PDF format. The reports highlight the per sequence quality scores, sequence base quality scores, sequence GC and Kmer content, duplicate sequences, overrepresented sequences and overall sequence length distribution. The alignment step generates alignment files and HTML files with mapping statistics for the percentage of reads mapped out of total number of reads against reference genome/miRBase. This also generates the count matrix of total read count for each annotated miRNA/gene for each sample in text file format

The standard open source tool CASAVA 1.8.2 (Illumina, Inc.) was used to preprocess raw base calls and de-multiplex samples. Reads were processed further for quality assessment, quality filtering, and adaptor trimming, and quality filtered again using a Phred quality score threshold of 20. The ligated adaptor sequences were trimmed, leaving a minimum overlap of five bases while allowing an error rate of 0.1 using CutAdapt 1.2.1. (Martin 2011). Additional filtering was also applied to retain sequences with a minimum length of 15 base pairs and to discard sequences of fewer than 15 base pairs in length. The average read length distribution across protocols per purification method was further statistically assessed using Pearson Chi Square test using read length as bins for each protocol.

Using the short read aligner Bowtie 1.0.0 [27], filtered sequence reads were aligned to the Human reference genome assembly humanv37 from Ensembl [28], and the best hits to the genome were identified using BEDtools 2.17. Small RNA species were annotated by mapping with the reference gene feature annotation table from the Ensembl database. Quantification/enrichment reads for miRNAs were first aligned to the Rfam RNA families database to filter other small RNA species, and then reads were mapped for small RNA annotation against reference mature/precursor hg19_mature RNA sequences from the miRBase (miRbase 19) database [29–32]. The miRNA read count matrix for each sample was generated using open source tools Picard 1.84 (http://broadinstitute.github.io/picard), SAMtools 0.1.19 [33], BEDtools 2.17 [34] and shell/Perl/R scripts [35]. The miRNA count was normalized using TMM normalization method using R Biocondutor package edgeR. The Excel CORREL function that calculates the Pearson Product-Moment was used to calculate the correlation coefficient to determine the relationship between replicates isolated using different extraction methods. The sequencing data was submitted to the Gene Expression Omnibus (GEO) and raw reads are available through Sequence Read Archive (SRA) using series #GSE80274 and Platform ID:GPL15456.

## Results and discussion

The purpose of our study was to develop a method of RNA extraction from archived serum samples stored at −30 °C to obtain sufficient yields and acceptable quantities of miRNA for NGS. miRNA has been shown to be present in twelve body fluids tested [36], and higher miRNA concentrations have been observed in serum samples as compared to plasma samples [37]. Serum is known to contain a considerable amount of stable miRNA [15], and in recent years, researchers have proposed that serum miRNAs could possibly serve as a source of novel biomarkers for uncovering various diseases [11, 12]. Considering the collection and storage of serum samples at the DoDSR and the stability of miRNA, we can potentially use these samples for biomarker discovery related to diseases of military relevance.

### RNA extraction procedures

The method used to purify RNA impacts both yield and the spectrum of RNA isolated [38, 39]. miRNA molecules behave physically and chemically different from the larger RNA molecules, and their quantitative recovery requires optimization of existing total RNA isolation procedures. To date, most RNA and miRNA extraction methods use a phenol: chloroform-based extraction technique often facilitated by the addition of guanidinium thiocyanate, and the most commonly used reagent in this technique is TRIzol [40]. This reagent relies on isopropanol precipitation and centrifugation sedimentation. Although TRIzol isolation is a widely employed method, it has been reported that TRIzol favors specific miRNAs and fails to isolate those low in guanine and cytosine [41]. Furthermore, if the RNase-containing denaturing reagents are not removed completely in the final RNA preparation, they can interfere with the efficiency of downstream applications. To remove serum RNases, many commercial kits such as the Qiagen miRNeasy Mini Kit and mirVANA miRNA Isolation Kit use filtering agents that remove the RNA inhibitors during the extraction process. Therefore, it is important to choose an extraction method which minimizes the carry-over of such inhibitors while maximizing the RNA yield. Several previous reports have compared miRNA extraction kits. Notably, Kroh et al., have tested variations of two extraction kits for plasma and serum samples: Ambion’s mirVANA PARIS (with addition of an extra organic extraction step), and the Qiagen miRNeasy Mini Kit (with a protocol modified to use 10 volumes of Qiazol reagent per volume of plasma or serum). They showed that although both protocols have proven to be effective, the Qiagen protocol appears to produce two- to three-fold greater RNA yield [42]. Likewise, Li and colleagues evaluated the performances of the Qiagen miRNeasy kit, the Ambion mirVANA PARIS kit and the Total RNA Purification Kit (Norgen Biotek, Canada) [43]. They concluded that RNAs isolated by the Qiagen or Ambion kits had better quality (in terms of the percentage of miRNAs in the small RNA fraction) than those extracted with the Norgen kit. We tested the TRIzol procedure, the mirVANA miRNA Isolation Kit, and the Qiagen miRNeasy Kit in our study, noting that these kits have been used to assess plasma and cerebrospinal fluid samples [44]. miRNA are also known to exist in exosomes [45], and we utilized the ExoQuick Exosome precipitation method along with TRIzol procedure.

Serum has low amounts of total RNA, and small RNA only constitutes 0.4–0.5 % of this total [46]. To maximize the yield of isolated RNA that includes small RNA, we added known quantities of carrier molecules for precipitation of total RNA. Glycogen, yeast tRNA, and bacteriophage MS2 RNA were added as carriers during the TRIzol extraction procedure.

The use of glycogen in RNA isolation has been reported previously [47] to prepare samples for subsequent real-time PCR analysis of miRNA levels. Glycogen has been reported to be an effective carrier for certain procedures: extraction of 50 µL of plasma using the miRNeasy Mini Kit with the addition of 5 µg of glycogen resulted in the highest recovery of endogenous miRNA [48]. A study of RNA extraction of plasma by different methods found that addition of glycogen seemed to be beneficial for some, but not all, isolation methods tested [44]. Addition of bacteriophage RNA has been observed to improve miRNA quantification [49], but more studies are needed to demonstrate its reliability. Yeast tRNA [50] has been used for isolation of microscale RNA, and the GeneChip RNA control RNA in the analyses confirms that addition of carrier tRNA does not cause detectable distortion in global amplification [51].

Many studies have compared different methods for miRNA extraction [44]. TRIzol-chloroform extraction has been shown to be the most suitable for large-scale experiments [52] and allowed the highest recovery of low molecular weight RNA [53]. Recently, studies of plasma miRNA extraction methodologies comparing TRIzol to column-based procedures revealed that the Qiagen miRNeasy Serum/Plasma Kit rendered more concentrated RNA [50]. This study also reported that the addition of 1 μg/mL yeast tRNA gave better results than 10 μg/mL of yeast tRNA. In all the protocols investigated, we were able to save the DNA phase during extraction. Maximizing DNA and total RNA retrieval from the same specimen is very useful when extracting samples of limited availability.

The samples obtained from the DoDSR cannot be controlled for the initial sample processing and storage conditions; therefore, the purpose of this study was to test for maximum RNA yield using the different isolation methods available.

### RNA quality and yield

There is not a method currently available that can evaluate the exact amount or quality of small RNA. Extracellular miRNAs are less than 1 % of the total RNA recovered [40], and since both total extracellular miRNA and RNA are recovered, the miRNA concentration is prone to overestimation if total RNA is degraded during the isolation process. Therefore, standard methods for measurement of the RNA yield and quality are not adequate for biofluid samples. The quantification of miRNAs in blood is further complicated by the high protein content and low RNA concentrations in plasma and serum. Even with the use of carrier molecules to improve isolation [49, 54], yields are often at or below the threshold for accurate quantification by spectrophotometric analyses [42]. Spectrophotometric measurement of RNA at OD 260 nm becomes impossible for some of these samples because of the presence of carrier RNA. Even without using carrier in the extraction, the concentration of the RNA obtained was still too low for spectrophotometric analysis since each of our extracts had an RNA concentration of less than 10 ng/µL (data not shown). Recently, plasma samples were shown to yield quantifiable RNA concentrations (only when a carrier was not added during the extraction procedure) when the plasma input was raised to 6 ml [55] using Qiagen miRNeasy Serum/Plasma Kit for extraction. When the miRNA yield and concentration are sufficient, quality assessment of the extraction method can be performed by capillary electrophoresis using the Agilent 2100 Bioanalyzer. The TRIzol extracts had ratios of miRNA to small RNA at less than 40 % from pooled as well as unpooled samples (Fig. 3a). Addition of carrier during TRIzol extraction increased the miRNA to small RNA ratio except when carrier yeast tRNA was used in extracting the pooled samples. ExoQuick Exosome precipitation prior to the TRIzol procedure did not yield greater amounts of miRNA as compared to the TRIzol procedure alone. The miRNeasy Mini Kit appeared to guarantee a constant amount of miRNA extracted across all corresponding samples.

**Fig. 3:**
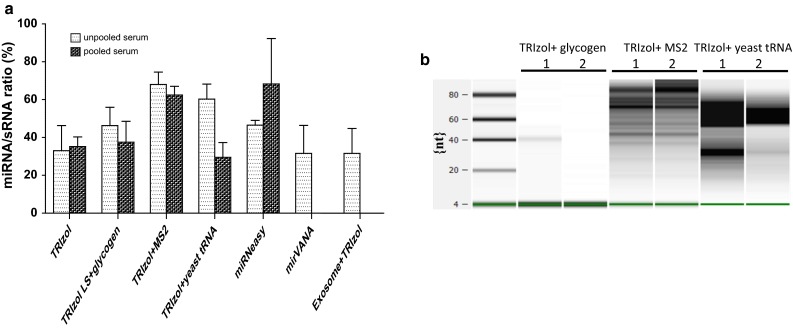
Small RNA analysis performed by using the Agilent 2100 Bioanalyzer and and the sequencing library preparation using Illumina TruSeq Small RNA kit: **a** miRNA/sRNA ratio: Ratio of miRNA molecules expressed as a portion of all small RNA molecules (%) detected with the Agilent 2100 Bioanalyzer. **b** Electronic gel image of small RNA library obtained using Illumina TruSeq Small RNA kit for the unpooled samples where carrier was added to the TRIzol extraction procedure

The Agilent 2100 Bioanalyzer system quantifies RNA using an algorithm based on ribosomal RNA detection and assigns an RNA Integrity Number (RIN) to demonstrate RNA quality. However, this algorithm is not applicable to quantification of miRNA extracted from serum samples. Recently, it was reported that the percentage of RNA fragments >200 nt in a sample (termed the “DV 200” value) is a more reliable predictor of RNA quality when analyzing highly-degraded RNA sample quality as compared to the traditional integrity score or value [56].

There are conflicting opinions on whether biological carrier RNAs might be responsible for non-specific hybridization or amplification in downstream analytics [44]. Additionally, degradation of carrier RNA during RNA isolation could lead to inaccurate quantification for downstream applications. It is important to use highly purified carrier or co-precipitant. We did not observe any smearing in the extracts isolated using glycogen, whereas we detected a smear for the extracts where MS2 RNA and yeast tRNA were used as carrier molecules (Fig. 3b), reflecting carrier degradation during precipitation or background isolated with the extraction procedure. The examination of individual miRNAs by qRT-PCR is recommended but was not attempted for our extracts because of limited availability.

It is known that RNA yield is affected by the specific purification methods used [53, 57]. The choice of methodology for miRNA extraction from bodily fluids depends mainly on the available initial volume of samples and the methods for subsequent analyses, and most of the variables are study- and investigator-dependent. Our data shows small RNA has been preserved in the DoDSR archived samples and each protocol tested was successful in extracting miRNA.

### Small RNA cDNA library preparation

Studies have attempted to detect plasma/serum miRNA using microarrays and qRT-PCR [58]. Recently, there are reports that miRNAs in the circulatory system have been characterized using a deep-sequencing approach for serum and plasma [59, 60]. The success of small RNA sequencing depends most on the composition of the library being free of undesirable degradation remnants or naturally abundant short ribosomal RNA fragments [61]. Extractions of larger volumes of plasma have yielded 35 ng of total RNA in preparation for sequencing [55]. As per Illumina guidelines, it is recommended to use the maximum amount of total RNA (1 µg) in preparation for sequencing. Since we could not determine quantities of small RNA, we prepared our libraries with a fixed starting volume of extracted RNA. We did not see a discrete band for the miRNA library, but the library was size-selected for isolation and a High Sensitivity DNA Assay on the Agilent 2100 Bioanalyzer revealed that cDNA libraries of the correct size were generated with adaptor-ligated constructs, which signified the successful amplification of mature miRNAs. The resulting small RNA library was pooled and loaded on a flow cell in a random manner on the Illumina HiScan sequencing run.

## Sequencing results

### Read mapping/annotation and expression profiling-data processing

Our data analysis pipeline performs preprocessing of reads, aligns sequence reads against reference genome assembly, and quantifies miRNAs, followed by a quality control step. The alignment step generates alignment files and HTML files with mapping statistics for the percentage of reads mapped out of total number of reads against the reference genome/miRBase. Pooling has been used to examine the general characteristics of the reads [62] and for this reason, we used pooled samples in our study. We found similar numbers of processed reads from pooled as well as unpooled samples when TRIzol and miRNeasy methods were utilized. The number of processed reads using each procedure is shown in Fig. 4. TRIzol with glycogen had comparable reads from the pooled (94,203 reads) as well as unpooled (69,146 reads) samples. No consistency in processed reads was observed between pooled and unpooled samples when bacteriophage MS2 or yeast tRNA was added. Yeast tRNA had 6 times greater processed reads from pooled samples as compared to unpooled samples whereas bacteriophage MS2 had around 5 times fewer processed reads from pooled samples as compared to unpooled samples. This indicates that the addition of carrier RNA can lead to non-uniformity in general. We were not able to identify any study that has used carrier-supplemented RNA for sequencing. The consistency in similar amount of reads from glycogen supplemented samples might be attributed to using TRIzol LS during extraction and needs to be investigated. The TRIzol LS differs from standard TRIzol in concentration and is formulated to use with liquid samples such as serum. However, when quantifying digital gene expression, potential modification of the carrier nucleic acid may result in subsequent sequencing of carrier DNA or RNA [63]. Exosome precipitation prior to RNA extraction yielded a lower number of processed reads as compared to yields from extraction by the TRIzol procedure without a carrier. Furthermore, it has been stressed that the quantity of carrier used is crucial in RNA yield, as carrier concentration can mask the quantity of extracted RNA and affect the accuracy of the quantification and quality of the analysis [50].

**Fig. 4:**
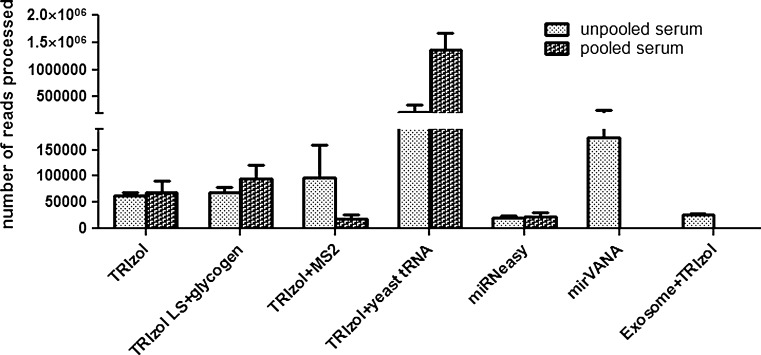
The total number of reads: The reads processed after quality assessment, filtering and adapter trimming for the unpooled as well as for the pooled samples. The *error bar* represents the *standard error* of mean

### Size distribution of small RNA

The miRNA profile was compared between different extraction methods with and without, as well as before and after, the addition of carrier (results from TRIzol extractions shown in Fig. 5), and we observed a read length of 20–25 nt from pooled serum samples (Fig. 5b). The number of sequences is significantly higher, i.e. 69,804 in unpooled samples and 128,364 in pooled samples where carrier yeast tRNA was added during the isolation procedure. The TRIzol only procedure had 48,020 and 19,008 sequences from unpooled and pooled samples respectively. The TRIzol with glycogen procedure had only 5620 sequences from unpooled samples which was lowest among these different carriers. In case of pooled samples TRIzol with MS2 had 9176 sequences, the lowest among rest of the supplemented carriers. The addition of yeast tRNA also yielded much larger-sized fragments, followed by fragment sizes obtained using glycogen and bacteriophage MS2. However, from the unpooled samples (Fig. 5a), the histogram shows the peak around 15–20 nt read length, with and without carrier supplementation. The method with addition of yeast tRNA gave the maximum number of sequences. All other methods except the TRIzol supplemented with yeast tRNA had read lengths from 15 to 30 nt, but the TRIzol with yeast tRNA had a larger range of read length, 15–38 nt. Longer tRNA read lengths between 26 and 32 nt could be attributed to degraded fragments because of carrier introduction during extraction procedure or piwi-interacting RNA (piRNA), known to be longer in length than miRNA [55]. It has been reported that the normal range of miRNA is 18–24 nt [64], although most are 22–23 nt [65].

**Fig. 5:**
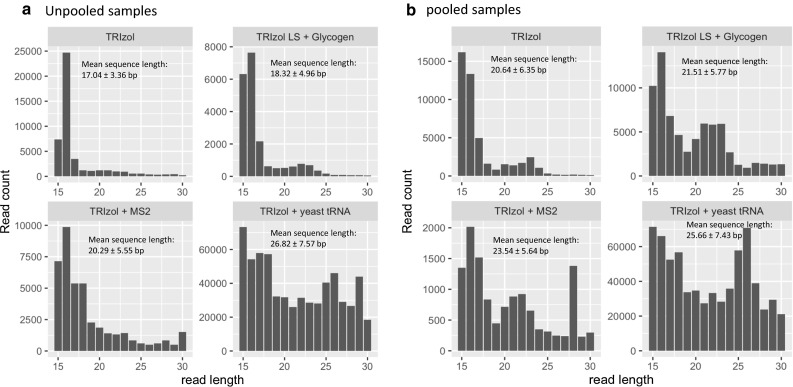
Read distribution plots, TRIzol with and without addition of carrier: Size distribution of total sRNA range from 15 to 37 nt. **a** Unpooled serum samples. **b** Pooled serum samples

### Proportion of miRNAs

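Serum RNA from 7 extraction procedures with unpooled serum and 5 with pooled serum was sequenced as small RNA libraries, and counts of 2042 mature human miRNAs were read from the authors' deposited table. TRIzol, TRIzol with glycogen (the TRIzol LS reagent), TRIzol with MS2, TRIzol with yeast tRNA and miRNeasy were used on both kinds of serum, mirVANA and Exosome precipitation with TRIzol on unpooled serum only. By the paper's methods miRNeasy started from 200 μL of serum and the other procedures from 350 μL. Differences of miRNeasy from the others are therefore not separated from the amount of serum. By the same methods TRIzol LS replaced TRIzol only where glycogen was added. Differences between glycogen and TRIzol are therefore not separated from the reagent in either kind of serum. The authors had trimmed the adaptors with cutadapt and mapped the reads to miRBase before counting. Each procedure has 3 libraries, except that the table holds 4 for TRIzol with yeast tRNA from pooled serum, where the paper reports triplicates. The authors' average for that procedure leaves out the fourth library (604109 counts), and the paper gives no reason. It has a replicate label of its own, but its column name repeats the sample number of library C, so it may be a second run of that sample, which the values over all 4 would then count as 2 replicates. Values are over the paper's 3 libraries first, 36 in all, and over all 4 where stated. From unpooled serum the libraries held 262442 to 354218 miRNA counts for TRIzol (median 265578), 535260 to 790683 with glycogen (591431), 145088 to 2625535 with MS2 (417638) and 197243 to 1918373 with yeast tRNA (382658). The range was 37703 to 333393 for mirVANA (median 212157), 1241 to 5308 for miRNeasy (5124) and 95038 to 112009 after Exosome precipitation (100232). From pooled serum it was 79984 to 164842 for TRIzol (126024), 63545 to 215991 with glycogen (104556), 4736 to 28049 with MS2 (14270), 742834 to 1842861 with yeast tRNA (1230018) and 2558 to 14069 for miRNeasy (10288). The counts were scaled by the trimmed mean of M values (TMM). Each procedure was compared with TRIzol by edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment, separately for pooled serum (1803 miRNAs tested) and unpooled serum (2035 tested). By the paper's methods the pooled serum was divided into aliquots, so its replicates are repeat extractions and their p-values measure the spread between extractions, not between people. The unpooled sera are independent archived samples, and which serum went into which procedure is not stated. Limits for miRNAs without counts cover counting error only. From unpooled serum the libraries with glycogen, MS2 and yeast tRNA carry another naming scheme than the TRIzol libraries, so a difference between these carriers and TRIzol there cannot be told apart from a library batch. The number after the sample number in the column names also differs between all TRIzol and all miRNeasy libraries from unpooled serum. It varies within mirVANA and Exosome precipitation. Its meaning is not stated, so a batch is not excluded for these procedures either.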

The count matrix of total read counts was generated for each annotated miRNA. Reads were mapped using an alignment mode that allows zero mismatches for the readlength of 22 nt for high-quality read ends, and stringent alignment options were selected in the aligner to obtain the best alignments which trimmed 10 bases from the low-quality (3′) end of each read before alignment. The good quality processed reads were aligned to mature miRBase and only a proportion of sequences mapped to the database, as shown in stacked bar plot (Fig. 6). The TRIzol extraction procedure gave the maximum percentage of aligned reads, 90 % from unpooled samples and ~62 % from pooled samples. The un-aligned read fraction is shown as the shaded area in the bar plot whereas white region is the fraction of aligned sequences. The miRNeasy extractions produced fewer than 17 % aligned reads from both of the sample types. The mirVANA extraction procedure resulted in 50 % of aligned sequences from unpooled samples. The TRIzol extraction with yeast tRNA as a carrier yielded fewer than 25 % aligned sequences from pooled as well as unpooled samples. TRIzol extraction with bacteriophage MS2 carrier gave 36 % aligned sequences from both of the sample types. Addition of glycogen during the extraction procedure also led to aligned sequences of fewer than 44 % from pooled and 35 % from unpooled samples. The percentage of reads mapped to miRBase shows 40–50 % from pooled samples and 80–90 % from unpooled samples. Most of the protocols, except miRNeasy, displayed 20–50 % higher percentage of reads mapping to miRBase from unpooled samples in comparison to reads from pooled samples. Although TRIzol with yeast tRNA and TRIzol with MS2 yielded the maximum numbers of processed reads, these extraction procedures produced the lowest percentage of aligned sequences to miRBase, revealing that degradation of the carrier RNA during extraction procedure contributed to the small RNA isolated. The miRNA count generated for the each sample is shown in Supplemental Table 1. 

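The miRNAs with the most counts differed by procedure. miR-3168 and miR-486-5p, a miRNA abundant in red blood cells, led the miRNeasy libraries from unpooled serum, with 31.1% ± 9.00 and 12.2% ± 6.35 of the counts (SD, n = 3 libraries here and below). In TRIzol from unpooled serum, miR-92b-5p held 13.2% ± 0.0308 and miR-124-3p, a neuronal miRNA, 13.2% ± 0.0267. There, miR-92b-5p, miR-124-3p, miR-1247-3p, miR-4428, miR-197-3p, miR-425-3p and miR-765 had counts within 1.84% of each other and together held 92.1% ± 0.251 of the counts, compared with 88.0% ± 5.66 after Exosome precipitation, 59.9% ± 25.8 in mirVANA and 1.03% ± 0.231 with yeast tRNA. With yeast tRNA no miRNA had a mean share above 1.19% ± 0.190 (miR-548s) from unpooled or 1.74% ± 0.472 (miR-554) from pooled serum. From pooled serum, miR-370 ranked first in TRIzol, and miR-3168 with glycogen, with MS2 and in miRNeasy. Every library with yeast tRNA from pooled serum had a higher total than every TRIzol library (10.0 times, ratio of geometric means), and every library with MS2 (0.104 times) and of miRNeasy (0.0606 times) a lower one (exact permutation test, two-sided, p = 0.1 each, the smallest possible, and BH adjusted p = 0.133). The totals of miRNeasy come from 200 μL of serum, those of the other procedures from 350 μL. The ratio with glycogen was 0.952 (same exact test, p = 1), with 0.688 without glycogen library A and 1.27 without library C. From unpooled serum the ratio was 2.16 with glycogen, 0.351 after Exosome precipitation and 0.0111 for miRNeasy (exact test, p = 0.1 each, adjusted p = 0.2), 0.476 for mirVANA (p = 0.4), 1.86 with MS2 (p = 0.7) and 1.80 with yeast tRNA (p = 0.6). Without library A the last 2 ratios were 0.845 and 0.943. At an equal depth of 2558 counts, libraries from pooled serum are expected to show 232 ± 69.3 miRNAs in TRIzol, 746 ± 276 with glycogen, 739 ± 197 with MS2, 795 ± 170 in miRNeasy and 852 ± 7.62 with yeast tRNA, each above every TRIzol library (exact permutation test, p = 0.1, adjusted p = 0.1). At 1241 counts, those from unpooled serum are expected to show 41.7 ± 2.85 in TRIzol, 83.1 ± 63.7 after Exosome precipitation (exact test, p = 0.3), 146 ± 39.7 with glycogen, 180 ± 121 in mirVANA, 230 ± 40.9 in miRNeasy, 546 ± 148 with MS2 and 665 ± 33.2 with yeast tRNA (p = 0.1, adjusted p = 0.12 for these 5). Where a read was counted for several miRNAs, equal counts are not equal reads, and these expected numbers do not correct for that.

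**Figure D1:**
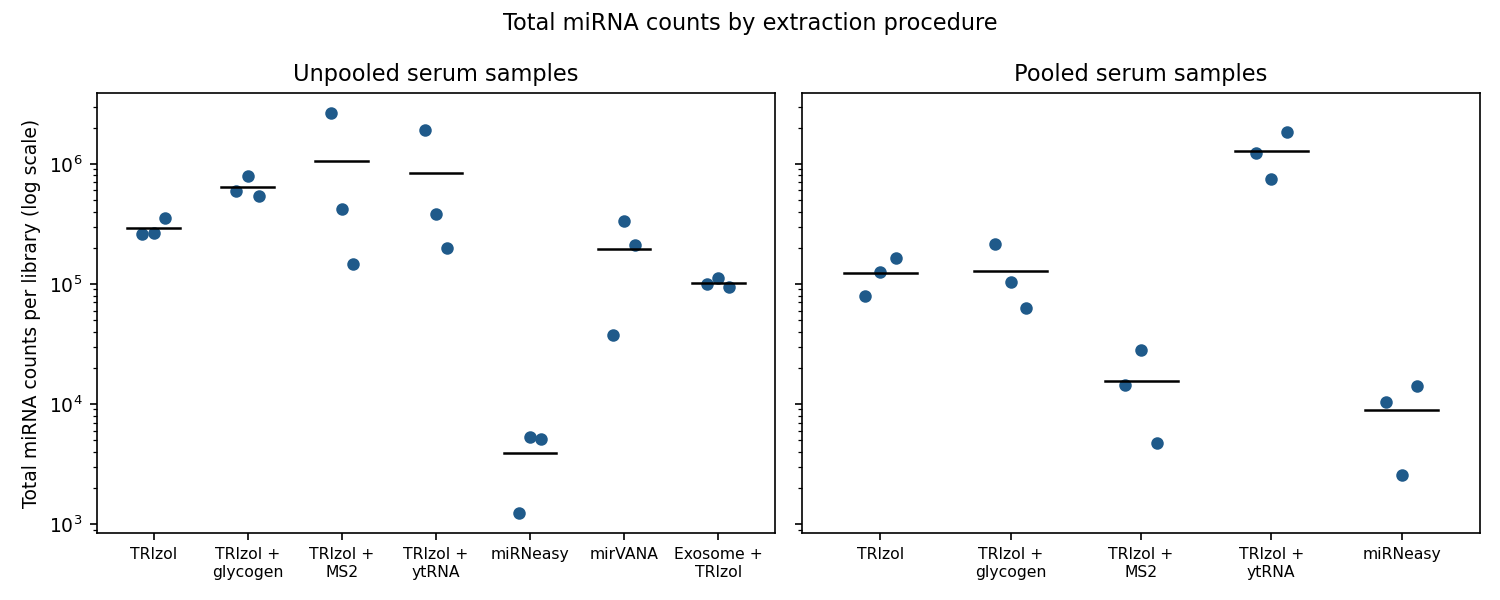
Total miRNA counts per library (log scale, dots for libraries, lines for means) by extraction procedure, from unpooled and pooled serum. miRNeasy has the lowest totals from unpooled serum (median 5124), and yeast tRNA the highest from pooled serum (median 1230018).

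**Figure D2:**
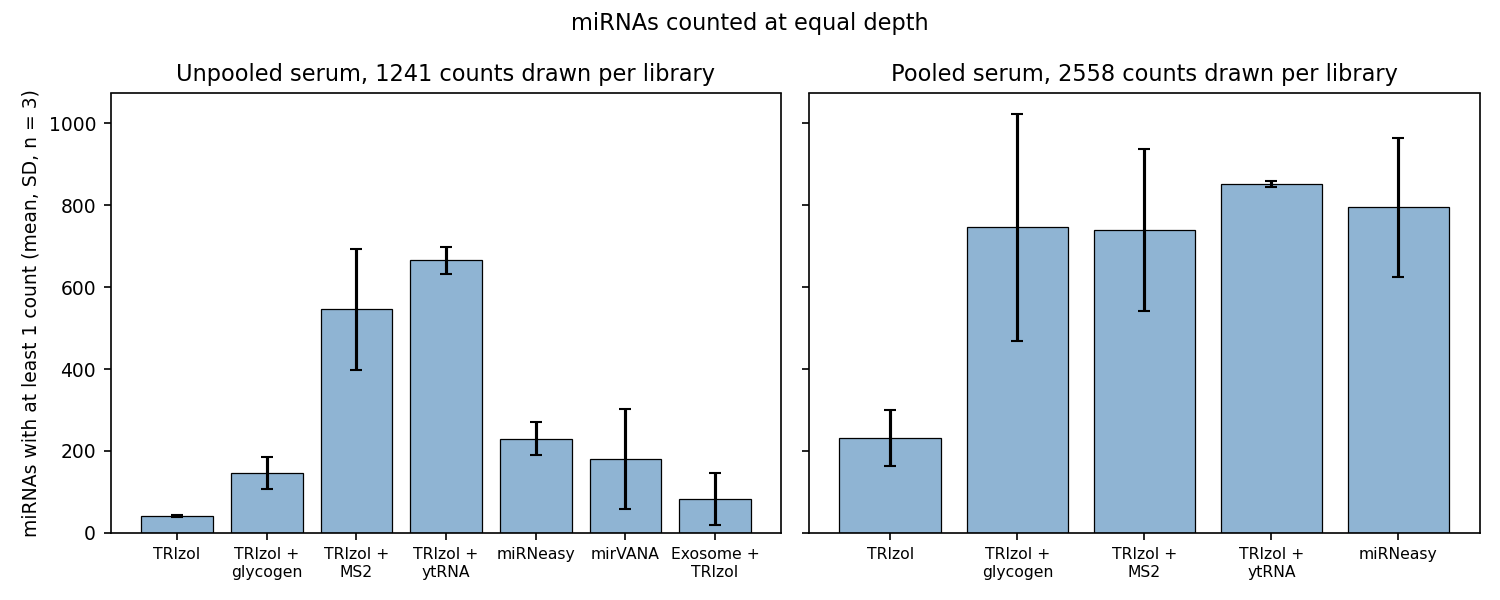
miRNAs (number) expected with at least 1 count at equal depth, as bars for the mean and SD of 3 libraries, by procedure and kind of serum. TRIzol has the fewest from pooled (232) and unpooled serum (41.7).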

Correlation analysis of miRNA counts within each extraction procedure was performed and replicates within the same extraction procedure had a very good correlation coefficient ranging from 0.76 to 0.99. 

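Replicates of 1 procedure shared their most abundant miRNAs to different degrees, TRIzol most of all. From unpooled serum, where 7 miRNAs fill the TRIzol libraries, the mean Pearson correlation coefficient of counts between TRIzol replicates was 0.99995 across 2042 miRNAs, compared with 0.9995 after Exosome precipitation, 0.998 with glycogen and 0.966 ± 0.0238 with MS2 (SD over 3 pairs of libraries). With yeast tRNA it was 0.945, in mirVANA 0.908 and in miRNeasy, where miR-3168 and miR-486-5p lead, 0.878. From pooled serum TRIzol had the highest mean, 0.941 ± 0.0365 (lowest pair 0.907), and TRIzol with glycogen the lowest, 0.759 ± 0.192 (lowest pair 0.539). Between them stood MS2 at 0.817 ± 0.157, miRNeasy at 0.845 ± 0.116 and yeast tRNA at 0.922 ± 0.0625. These coefficients run across miRNAs, which are not independent replicates. In all, 15 pairs of libraries from pooled and 21 from unpooled serum were computed, and the pairs of a procedure share libraries.

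**Figure D3:**
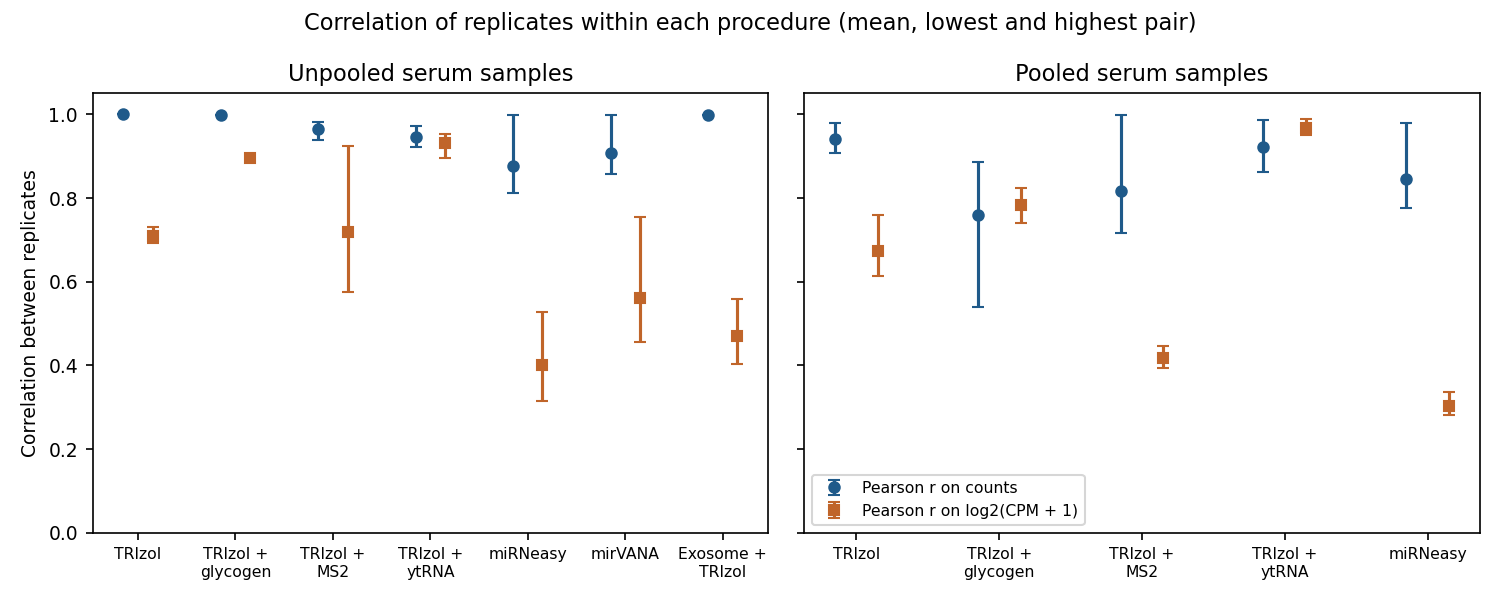
Pearson correlation coefficient between replicate libraries, on counts and on log2 values, by procedure and kind of serum (mean with the lowest and highest of 3 pairs). On counts, glycogen from pooled serum reaches down to 0.539, while TRIzol stays at 0.907 or above.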

For the pooled samples correlation coefficient between replicates was ranging from 0.76 to 0.94 whereas the replicates from unpooled samples had a correlation coefficient in a range from 0.88 to 0.99. 

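TRIzol with yeast tRNA brought up other miRNAs than the remaining procedures. miR-100-5p held 1.62% ± 0.501 of the counts with yeast tRNA and 0.00950% ± 0.00324 in TRIzol (SD, n = 3 each), a log2 fold change of 4.91 (SE 0.92, adjusted p = 6.5e-07, edgeR's quasi-likelihood test). miR-425-3p held 0.0104% ± 0.000672 with yeast tRNA and 7.54% ± 1.37 in TRIzol, a log2 fold change of -12.15 (SE 2.10, adjusted p = 6.7e-08). Scaled by library size alone they were 7.39 and -9.48. The Pearson correlation coefficient of the mean counts with yeast tRNA, across miRNAs, was 0.0314 with TRIzol, 0.0253 with glycogen, 0.00891 with MS2 and 0.0456 with miRNeasy. Over all 4 libraries miRNeasy stayed the closest, at 0.0457. On log2 values the coefficient reached 0.181 with TRIzol and 0.351 with miRNeasy, and without the 10 most abundant miRNAs it was -0.0160 with TRIzol. Across the 5 procedures 10 coefficients were computed, and miRNAs are not independent replicates.

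**Figure D4:**
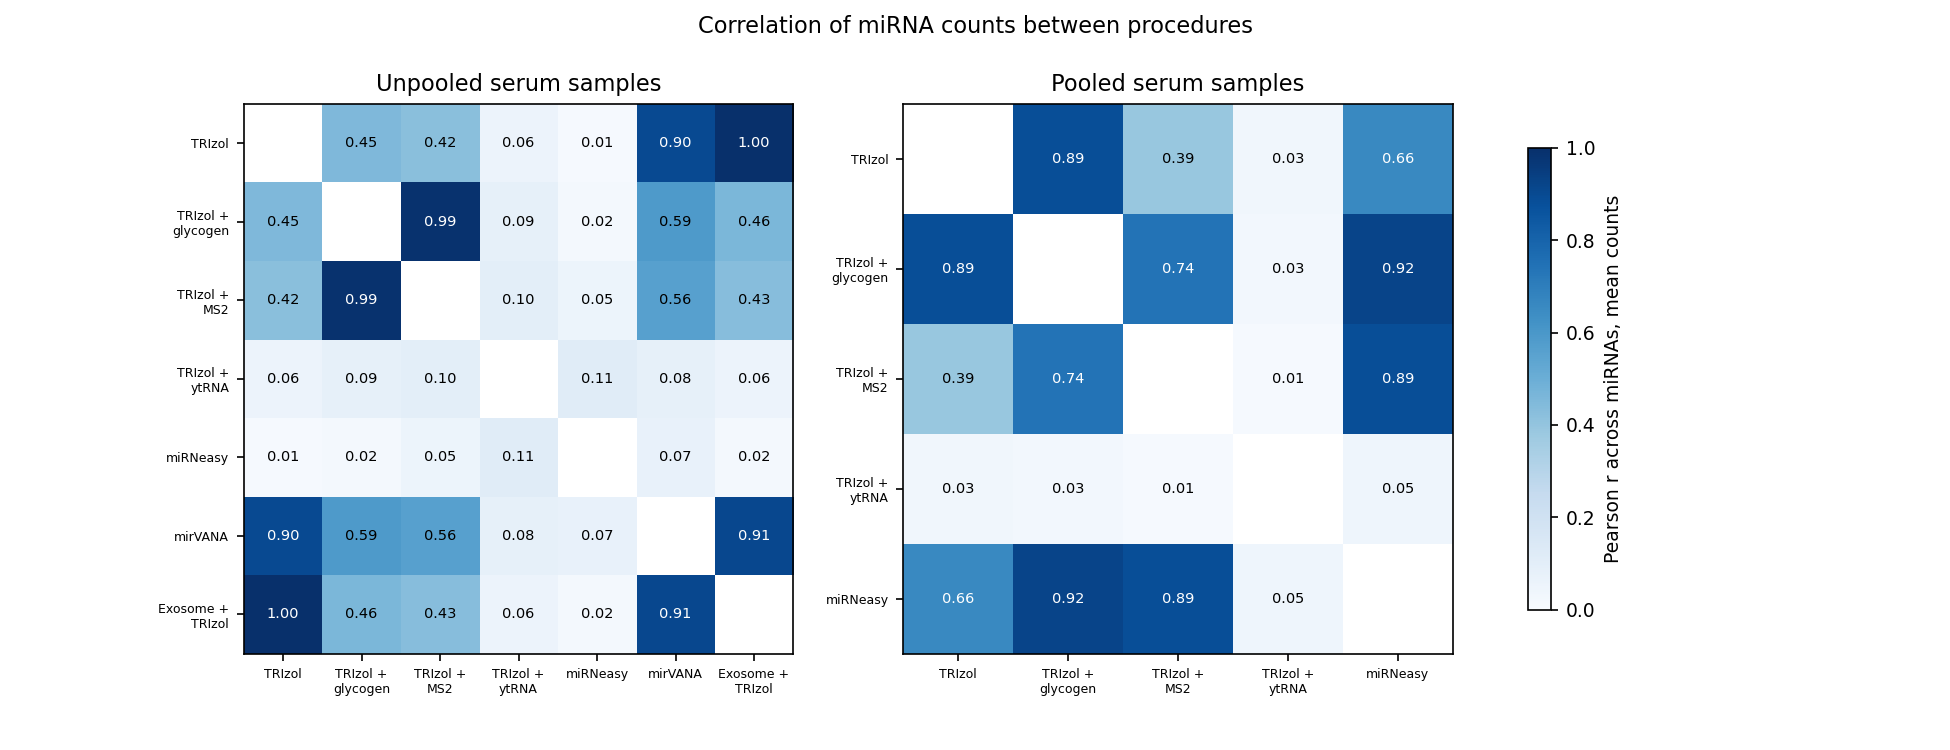
Pearson correlation coefficient of mean miRNA counts between extraction procedures, as numbers and color, for pooled and unpooled serum. Yeast tRNA stays at 0.0456 or below with every other procedure from pooled serum.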

The correlation analysis across methods was done on pooled samples and we found out that TRIzol with ytRNA had no correlation with TRIzol, TRI-zol + glycogen, TRIzol + MS2 and miRNeasy procedures (coefficient 0.01–0.05). The correlation coefficient for TRIzol with TRIzol + MS2 (0.39), TRIzol + glycogen (0.89) and miRNeasy (0.66), respectively.While these within and across method comparisons give some insights into their relative performances, without ground-truth knowledge of miRNA content in these degraded samples, we would further like to separate the signal from the noise in our future studies. This study is an exploratory phase for detection miRNA from the samples stored in compromised storage conditions and the data is promising, considering the signal that may have noise in the form of false positives. 

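The procedures without yeast tRNA also differed from TRIzol in single miRNAs, with rises and falls. miR-4662a-5p held 1.13% ± 0.691 of the counts with MS2 and 0.00164% ± 0.00142 in TRIzol (SD, n = 3), a log2 fold change of 6.62 (SE 0.91, adjusted p = 2.8e-10). miR-379-5p, of the imprinted 14q32 cluster, held 0.0175% ± 0.0224 in miRNeasy and 1.21% ± 0.192 in TRIzol, a log2 fold change of -8.81 (SE 1.45, adjusted p = 3.0e-07). miR-193a-3p held 0.222% ± 0.216 with glycogen and 0.836% ± 0.144 in TRIzol, a log2 fold change of -3.58 (SE 1.02, adjusted p = 0.0040; 0.052 without glycogen library B). These changes were 9.41, -5.66 and -1.89 by library size alone, which follows the shares. Mean TRIzol counts correlated with those with glycogen at 0.885 (single pairs of libraries 0.272 to 0.973), with miRNeasy at 0.658 (0.251 to 0.883) and with MS2 at 0.390 (0.0923 to 0.546), across miRNAs. Without miR-3168, the miRNA with the highest mean share, the coefficient with MS2 was 0.0671 and that with glycogen 0.925. As ranks (Spearman) the 3 were 0.486, 0.432 and 0.352.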

The reads that were not mapped to miRBase might be due to small RNAs in the samples that are not yet annotated and to filtering out reads of shorter lengths from maximum reads before mapping. Also, since RNAs are exposed to a high content of RNases in serum, RNA released from apoptotic cells, active release, or carriers could be degraded into pieces with an equivalent size range that would superimpose onto the length distribution profile.

**Fig. 6:**
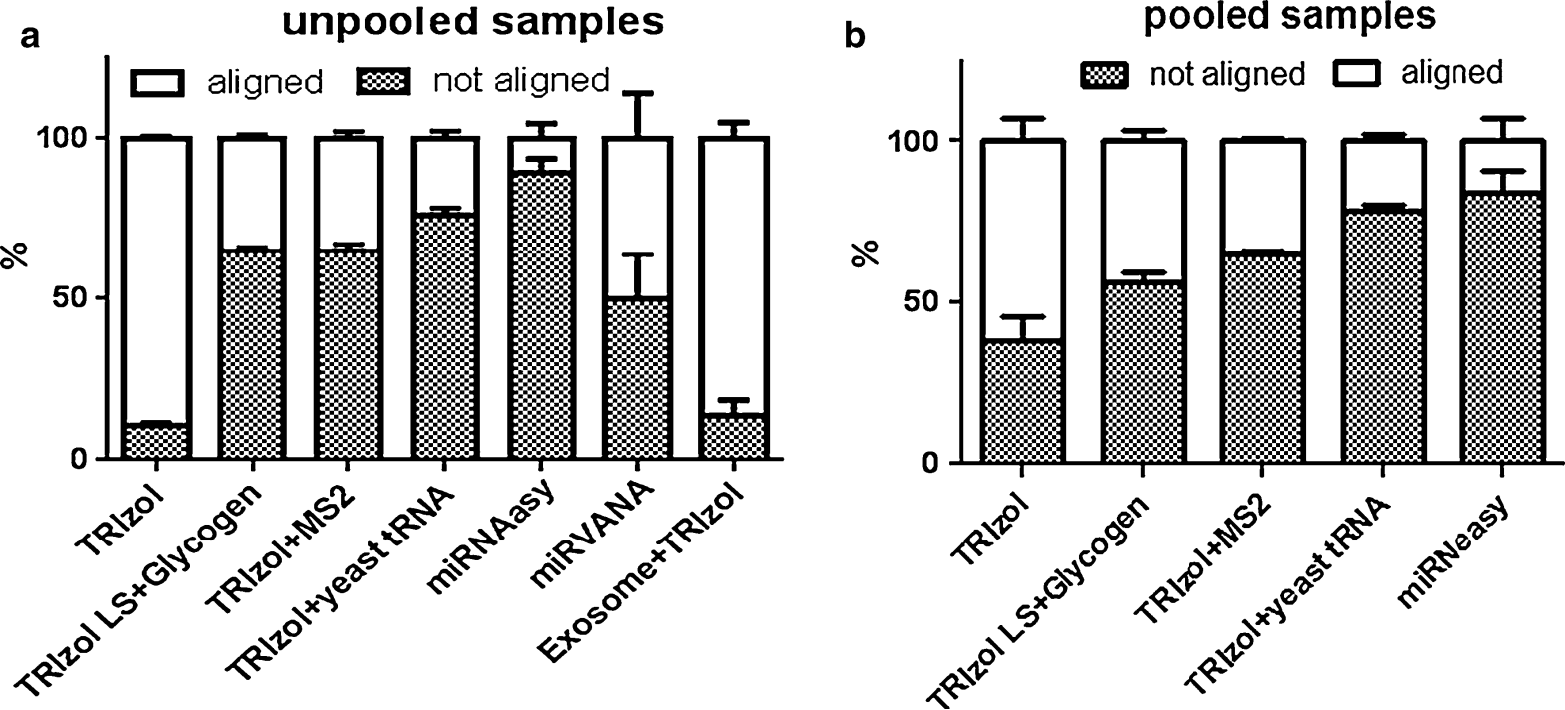
Annotated miRBase sequences: Processed reads were aligned to miRBase and reads aligned are represented for **a** Unpooled serum samples **b** Pooled serum samples

### RNA species count

More than 95 % of the reads from most of the unpooled sample types were annotated with coding sequences. The TRIzol with carrier yeast tRNA procedure had 81 % of the reads in coding regions whereas TRIzol with MS2 had 92 % aligned to coding regions (data not shown). From the pooled samples, 90 % of the reads were in the coding regions for all the procedures tested. We did not observe an increase in reads mapping to the tRNA as a result of the extraction procedure including yeast tRNA as a carrier. The coding RNA species were the largest proportion when mapped to the genome, and furthermore, other RNA species involved in many biological processes were identified among the isolated RNAs. The proportions of the RNA species other than coding RNA are shown in Fig. 7: long intergenic non-coding RNA (lincRNA), miRNA, ribosomal RNA (rRNA), followed by small nuclear (sn) RNA, small nucleolar (sno) RNA, tRNA pseudogenes, and other noncoding RNA. From unpooled samples, the proportion of lincRNA ranged from 8 to 26 % with the TRIzol, mirVANA and Exosome precipitation with TRIzol extraction procedures yielding the highest numbers. The proportion of miRNA obtained from unpooled samples increased with use of the TRIzol procedures where carrier was added (Fig. 7a). For the pooled samples, the carrier did not result in a dramatic increase in miRNA proportion (Fig. 7b). This demonstrates again that there are a number of variables associated at different steps, from sample collection through data analysis.

**Fig. 7:**
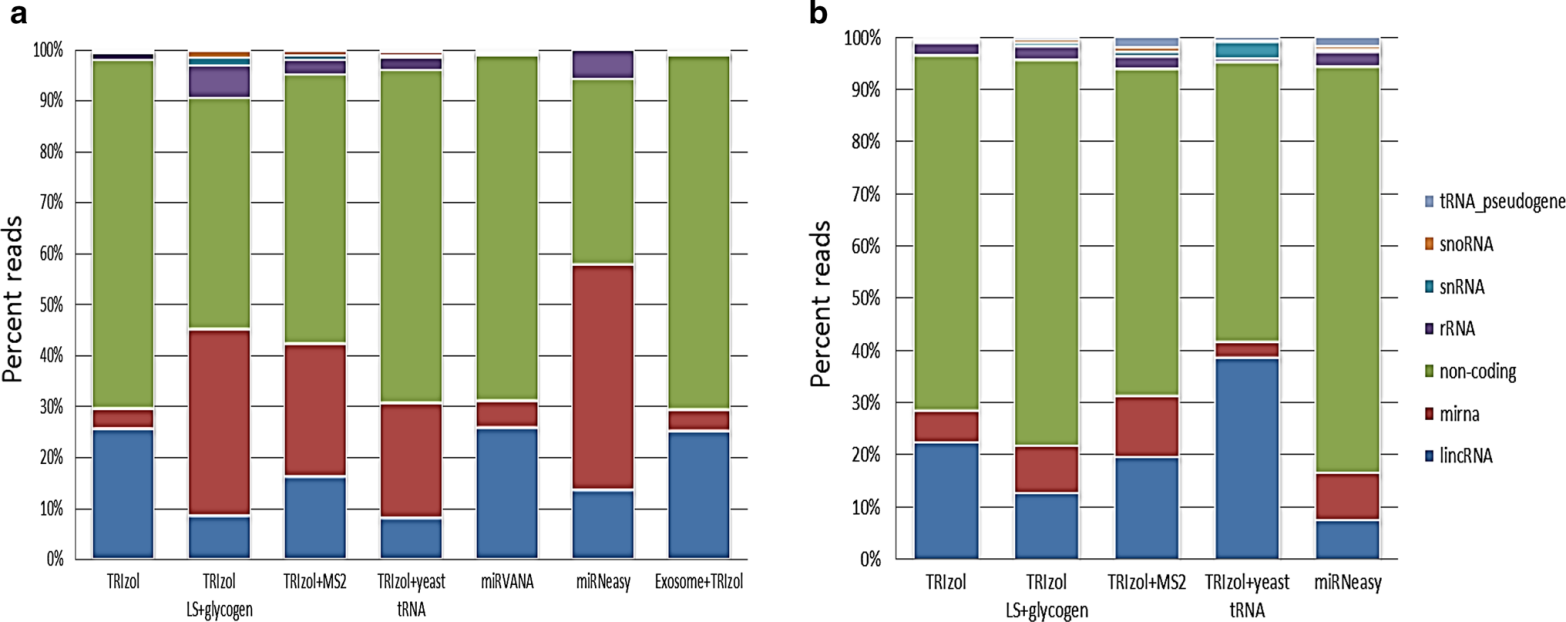
Reads aligned to other RNA species: The processed reads were aligned to the Ensembl database and the percent of reads aligning to different RNA species is shown. **a** Unpooled samples **b** Pooled samples. Chi square comparisons for small RNA species were significant at p value; considering the variability within methods, Kruskal–Wallis rank sum analysis was performed. Unpooled samples had Chi squared = 99.021, df = 11, *p*-value = 2.79e–16 and pooled samples had Chi squared = 191.56, df = 11,* p*-value < 2.2e–16. The p-value turns out to be nearly zero and thus rejecting null hypothesis and small RNA species population are not identical in different methods

### Serum miRNA isolated in common by different methods

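Across procedures, single libraries ranged from nearly the same abundant miRNAs to almost none in common. The libraries of TRIzol and of miRNeasy from unpooled serum, led by 7 near-equal miRNAs and by miR-3168, gave the lowest Pearson correlation coefficient there, 0.00158 across miRNAs, and TRIzol and Exosome precipitation the highest of the mean profiles, 0.999. From pooled serum the lowest was 0.000151, between a library with yeast tRNA and a library with MS2. None of the 105 pairs of libraries from pooled serum and none of the 210 from unpooled serum had a negative coefficient. The 36 pooled pairs with a yeast tRNA library on one side had a median of 0.0232 (0.000151 to 0.0575), and the 54 unpooled pairs 0.0811 (0.0463 to 0.279). On log2 values the lowest coefficients were 0.114 from pooled and 0.0457 from unpooled serum. Pairs that share a library are not independent, and no test was made on them.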

We analyzed the associations among different replicates extracted by different miRNA isolation methods, and all of the samples were positively correlated to each other for pooled as well as for unpooled samples. 

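Replicates compared on a log scale give the many miRNAs with low counts, such as the let-7 family, the same weight as miR-3168 or miR-370. On log2 values the mean correlation coefficient between replicates from pooled serum was 0.969 with yeast tRNA, 0.783 with glycogen, 0.674 in TRIzol, 0.418 with MS2 and 0.304 in miRNeasy (3 pairs each). From unpooled serum yeast tRNA had the highest mean, 0.930, and miRNeasy the lowest, 0.401. The order of the procedures differs between the scales, with TRIzol first by counts and yeast tRNA first by log2 values in each kind of serum. From pooled serum the order on log2 values is also that of the mean total counts, so depth was not separated from procedure. No test was made between procedures, since the 3 pairs of a procedure share libraries.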

The correlation of pooled samples ranged from 76 to 94 %, whereas for unpooled samples, it ranged from 88 to 99 %. We found that TRIzol with yeast tRNA gave a very poor correlation for miRNA counts with the rest of the procedures, for pooled as well as unpooled samples (data not shown). It has been reported that the addition of carrier tRNA during RNA or DNA extraction can lead to false positives during hybridization-based assays due to carry over of contaminating nucleic acids [66]. 

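From unpooled serum, too, TRIzol with yeast tRNA differed from TRIzol in the abundant miRNAs. miR-124-3p fell to 0.0263% ± 0.00398 of the counts (SD, n = 3), a log2 fold change of -14.33 (SE 1.52, adjusted p = 6.8e-14, edgeR's quasi-likelihood test against TRIzol), and miR-197-3p, which circulates in platelets, to 0.0269% ± 0.00458 (-14.29, SE 1.52, adjusted p = 6.8e-14). Both are among the 7 miRNAs with near-equal counts in TRIzol. By library size alone, which follows the shares, the changes were -8.97 and -8.93, since TMM scaling moves the median log2 fold change of this comparison by -5.19. miR-378g had no count in TRIzol and 3279 counts with yeast tRNA, at least 8.81-fold higher after TMM scaling and 386-fold by summed totals (adjusted p = 1.9e-05). The Pearson correlation coefficient of mean counts with yeast tRNA, across miRNAs, was 0.0561 with TRIzol, 0.0583 with Exosome precipitation, 0.0849 with mirVANA, 0.0859 with glycogen, 0.0988 with MS2 and 0.114 with miRNeasy (0.250 without yeast tRNA library A). Among the other procedures it was 0.991 between glycogen and MS2, 0.899 between TRIzol and mirVANA, 0.453 between TRIzol and glycogen, 0.425 between TRIzol and MS2 and 0.0104 between TRIzol and miRNeasy, of 21 computed. The libraries with yeast tRNA, MS2 and glycogen belong to another naming scheme than those of TRIzol, so for the changes against TRIzol carrier and library batch are not separated. Yeast tRNA also correlated at only 0.0859 and 0.0988 with glycogen and MS2 of its own scheme, compared with 0.991 between these. This argues against the scheme as the reason for its low correlations.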

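miRNAs known from blood cells and tissues were found after TRIzol alone and after each modified TRIzol procedure. From pooled serum TRIzol listed all 8 erythrocyte miRNAs, all 11 of platelets and endothelium, 7 of 8 of leukocytes and all 7 of liver (a miRNA is listed if any library reaches a logCPM of 6). From unpooled serum TRIzol listed 6 of the 8 erythrocyte miRNAs, 9 of 11 platelet and endothelium, 5 of 8 leukocyte, 3 of 7 liver, 3 of 7 muscle and 4 of 7 brain miRNAs. Of all miRNAs it listed 1079 there and left 963 unlisted, and no list was tested against this. Of the 9 let-7 miRNAs, among the most widely expressed, TRIzol listed 6 from unpooled serum, glycogen 1, MS2 9 and yeast tRNA 8, but the threshold equals 1.26 to 1.59 counts in a TRIzol library, 7.51 to 29.2 with glycogen, 26.0 to 637 with MS2 and 36.9 to 414 with yeast tRNA. By share of the counts let-7 was not lower with glycogen, 0.0119% ± 0.00363 compared with 0.00372% ± 0.00136 in TRIzol (SD, n = 3). The erythrocyte miRNAs, led by miR-486-5p, held 0.435% ± 0.313 of the counts from pooled serum in TRIzol (SD, n = 3), 4.58% ± 2.74 with glycogen, 4.14% ± 2.52 with MS2 and 0.283% ± 0.0186 with yeast tRNA. Those of platelets and endothelium, led by miR-197-3p, held 6.48% ± 1.36, 3.28% ± 1.95, 1.06% ± 0.243 and 0.244% ± 0.00305 in the same order. Most of this in TRIzol and with glycogen was miR-197-3p alone, 6.39% ± 1.41 and 2.75% ± 2.17, which is among the 7 miRNAs with near-equal counts in TRIzol from unpooled serum. These lists were fixed from general knowledge before the counts were read, and the shares were not tested.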

We can identify miRNA isolated using the TRIzol-only method and the modified TRIzol methods that we assessed were sufficient for obtaining miRNA reads from the serum “test samples.” Weber et al., [36] quantified detectable miRNA from plasma using Qiagen qPCR assays and listed the top 20 most abundantly expressed miRNA in plasma. The miRNA counts observed from our data are presented in Supplemental Table 1.

Since we were interested in discovering whether different extraction methods yield extracts that share miRNAs, the assembled list from three replicates was utilized to determine the common miRNAs among the extraction procedures (Fig. 8a, b). From the unpooled samples, all of the protocols shown in Fig. 8a produced 28 miRNAs in common, whereas TRIzol with glycogen, TRIzol with MS2, TRIzol with yeast tRNA, and miRNeasy protocols share 356 common isolated miRNAs. 

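Among the miRNAs listed from unpooled serum by TRIzol, glycogen, MS2, yeast tRNA and miRNeasy alike were miR-486-5p, miR-92a-3p and miR-25-3p of the erythrocyte list, miR-197-3p, miR-191-5p and miR-21-5p of platelets and endothelium, and miR-146a-5p and miR-181a-5p of leukocytes. The muscle miRNA miR-206 and the brain miRNA miR-124-3p were also common, but no member of the let-7 or liver list. Of these, miR-197-3p and miR-124-3p are among the 7 miRNAs with near-equal counts in TRIzol. In all, 216 miRNAs were common to the 5 procedures, 188 of which were also common from pooled serum (124 would be if the 2 lists were independent). A further 82 were listed by the 4 procedures other than TRIzol, let-7e-3p and miR-1 among them. A miRNA counts as listed at a logCPM of 6 after TMM scaling in any library, 3 libraries per procedure. Over the libraries the common list ran from 139 (without miRNeasy library A) to 357 (without TRIzol library B), and was 19 with every library at the threshold and 28 with at least 6 counts as threshold. The list of 4 ran from 38 (without miRNeasy library A) to 270 (without TRIzol library A), and was 16 with every library at the threshold and 273 by library size alone.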

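TRIzol with MS2 listed 1621 miRNAs from unpooled serum, including all 9 of the let-7 family and 6 of the 7 muscle miRNAs. Of these, 1210 were shared with glycogen, 1186 with yeast tRNA, 923 with TRIzol and 406 with miRNeasy. From pooled serum MS2 listed 1660 miRNAs and shared 1566 with glycogen, 1518 with TRIzol, 1499 with miRNeasy and 1443 with yeast tRNA. There TRIzol with glycogen had the longest list, 1882, and shared 1706 with TRIzol, 1698 with miRNeasy and 1607 with yeast tRNA. The threshold, a logCPM of 6, corresponds to as many as 637 counts in an MS2 library from unpooled serum. These are counts of miRNAs in lists merged over 3 libraries per procedure, without a test.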

As the Venn diagram illustrates, the extraction with bacteriophage MS2 carrier yielded the maximum number of miRNAs overlapping with those from the rest of the procedures for both sets of samples. 

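miRNeasy listed 1807 miRNAs from pooled serum, among them all 9 of the let-7 family, all 8 leukocyte and 6 of the 8 erythrocyte miRNAs. It shared 1647 of them with TRIzol and 1556 with yeast tRNA. From unpooled serum miRNeasy listed 450, with 4 of the let-7 family, 3 erythrocyte and 3 leukocyte miRNAs. It shared 360 of those with yeast tRNA, 348 with glycogen and 279 with TRIzol. In the pooled miRNeasy libraries the threshold equals 0.595 to 1.63 counts, so that 1 or 2 counts in 1 library list a miRNA.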

The next protocol that showed maximum overlap is miRNeasy, although the number of processed reads was very low for this method. 

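From pooled serum miR-1279, miR-302f, miR-4306, miR-520b and miR-548ap-3p were among the 6 miRNAs listed for TRIzol only, and miR-4299, miR-4419a, miR-5572, miR-665 and miR-939-3p were the 5 for glycogen only. From unpooled serum 49 were listed for TRIzol only, miR-15a-5p among them, and 19 for glycogen only, including miR-152 and miR-26b-5p. A miRNA just under the threshold in the other procedures counts as unique here, and uniqueness was not tested.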

There were no unique miRNAs detected from the TRIzol and TRIzol with glycogen methods from pooled as well as unpooled samples. However, TRIzol with yeast tRNA had three unique miRNAs among the pooled samples. 

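The miRNAs listed only with yeast tRNA from pooled serum were miR-190a, miR-20a-5p of the miR-17-92 cluster, miR-3152-5p, miR-3201 and miR-633, 5 in all. Over all 4 libraries of this procedure they were 4. Leaving out 1 library gave up to 10 (without MS2 library B), and 9 without miRNeasy library A or B. It was 301 with every library at the threshold, 175 with the mean of the libraries, 84 with a threshold of 7, 37 with at least 6 counts, 1 by library size alone and 0 with a threshold of 5. In libraries with yeast tRNA the threshold equals up to 145 counts. Only miRNeasy, with miR-4265, miR-4296, miR-4455 and miR-4749-3p, also had an own list from pooled serum besides TRIzol and glycogen, while MS2 had none.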

From the pooled samples, all of the protocols yielded a total of 949 miRNAs in common with read counts ≥6.0 _log_2 counts per million (logCPM) values (Fig. 8b). 

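All 9 miRNAs of the let-7 family and all 7 of the brain list were common to TRIzol, glycogen, MS2, yeast tRNA and miRNeasy from pooled serum. So were 6 of the 8 erythrocyte miRNAs, among them miR-451a and miR-16-5p, 7 of the 8 of leukocytes, 9 of the 11 of platelets and endothelium, 6 of the 7 of muscle and 4 of the 7 of liver, including miR-122-5p. Of the miR-17-92 cluster only miR-92a-3p was common to the 5, out of 6 members. In all, 1169 miRNAs were common at a logCPM of 6 in any library, and 1251 over all 4 libraries with yeast tRNA. Other settings gave 164 with every library at the threshold, 275 with the mean of the libraries, 407 with a threshold of 7, 1752 with a threshold of 5 and 550 by library size alone. Only 4 of the 2042 miRNAs were listed by no procedure.

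**Figure D5:**
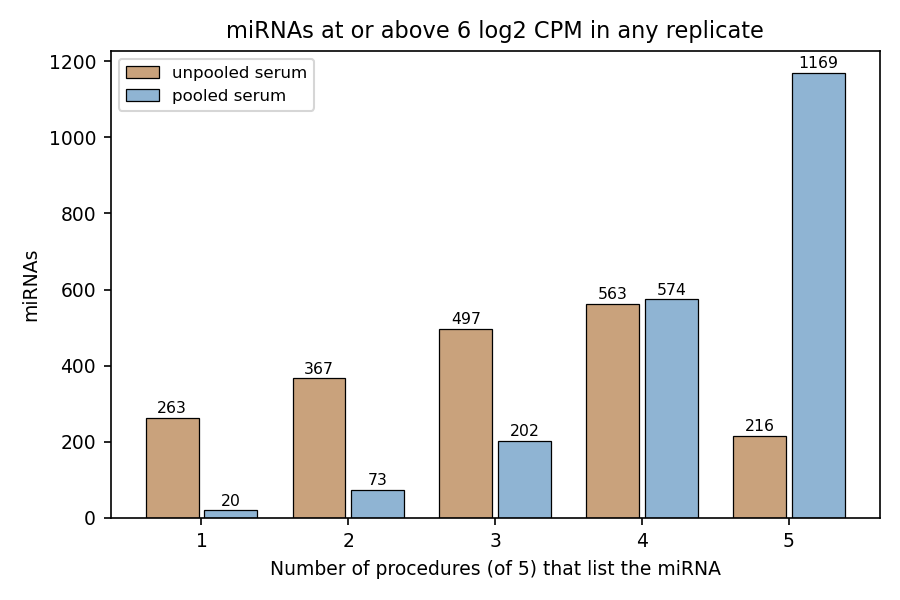
Number of miRNAs (bars) by the number of extraction procedures, 1 to 5, that list them, for pooled and unpooled serum. From pooled serum 1169 miRNAs are listed by all 5, from unpooled serum 216.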

Excluding the TRIzol with glycogen protocol, the TRIzol-only, TRIzol with MS2, TRIzol with yeast tRNA, and miRNeasy protocols still gave 407 miRNAs in common. 

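Among the miRNAs below the list threshold with glycogen alone were miR-16-1-3p and miR-16-2-3p, the passenger strands of the abundant erythrocyte miRNA miR-16, and miR-1278 and miR-129-1-3p. In all, 52 miRNAs were listed by TRIzol, MS2, yeast tRNA and miRNeasy but not with glycogen, and 57 over all 4 libraries with yeast tRNA. The number ran from 19 without TRIzol library C (25 without B, 30 without A) to 85 without glycogen library C (81 without B). It was 6 with every library at the threshold, 3 with the mean of the libraries, 52 with a threshold of 7, 7 with a threshold of 5, 2 by library size alone and 0 with at least 1 or at least 6 counts. No test was made on this list, which rests on the same threshold as the common one.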

Since the pooled “test samples” are derived from a large pool, we expect to see an increase in the number of common miRNAs obtained by all of the extraction procedures. 

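miR-100-5p and miR-10a-5p were common to the 5 procedures from unpooled serum as well, but most miRNAs were listed by fewer procedures there. From unpooled serum 263 miRNAs were listed by 1 procedure, 367 by 2, 497 by 3 and 563 by 4, and 136 by none. From pooled serum 20 were listed by 1 procedure, 73 by 2, 202 by 3 and 574 by 4. From the use of a single large pool the paper reasons that all procedures should find more miRNAs in common. miRNeasy had no count in any library for 1240 miRNAs from unpooled serum, 961 of them counted with each of the other 6 procedures, mirVANA and Exosome precipitation included. The kinds of serum also differ in depth, and the difference between the lists was not tested.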

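With yeast tRNA 603 miRNAs rose and 338 fell against TRIzol from pooled serum, of 1803 tested (adjusted p < 0.05, edgeR's quasi-likelihood test, n = 3 per procedure; 976 changed over all 4 libraries). miR-4650-5p had no count in TRIzol and 2774 with yeast tRNA, at least 16.9-fold higher after TMM scaling and 89.9-fold by summed totals (adjusted p = 1.5e-09), while miR-124-3p, known from neurons, fell to 0.00783% ± 0.00160 of the counts from 6.17% ± 1.36 (SD; log2 fold change -12.27, SE 2.05, adjusted p = 2.4e-08). But miR-124-3p is among the 7 miRNAs with near-equal counts in TRIzol from unpooled serum, so its counts alone do not show a neuronal miRNA. With glycogen 280 rose and 195 fell, with miR-1296 at 92 counts against none in TRIzol, at least 7.12-fold higher (29.6-fold by summed totals; adjusted p = 2.1e-05), and miR-4726-3p down by 3.89 log2 (SE 0.82, adjusted p = 7.9e-05). With MS2 183 rose and 189 fell. miR-4273 rose by 6.26 log2 (SE 0.87, adjusted p = 2.8e-10) to 0.683% ± 0.500, and miR-3688-3p, with 195 counts in TRIzol, had none, at most 0.0166 of its TRIzol level after TMM scaling and 0.121 by summed totals (adjusted p = 9.6e-13). In miRNeasy 67 rose and 178 fell. Every library lay on one side of every TRIzol library for 61.9% of the miRNAs with yeast tRNA, 40.2% with glycogen, 24.2% with MS2 and 20.1% in miRNeasy, where chance gives 10%. TMM scaling moves the median log2 fold change of all miRNAs by -2.45 with yeast tRNA, -2.41 with glycogen, -2.81 with MS2 and -2.97 in miRNeasy, and all changes are relative to it. Scaled by library size alone, 1376 rose and 87 fell, 1298 and 19, 1227 and 49, and 1033 and 28, in the same order. Without TRIzol library C 293 changed with glycogen, and without MS2 library B 211 with MS2. The changes with glycogen are not separated from the TRIzol LS reagent used with it.

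**Figure D6:**
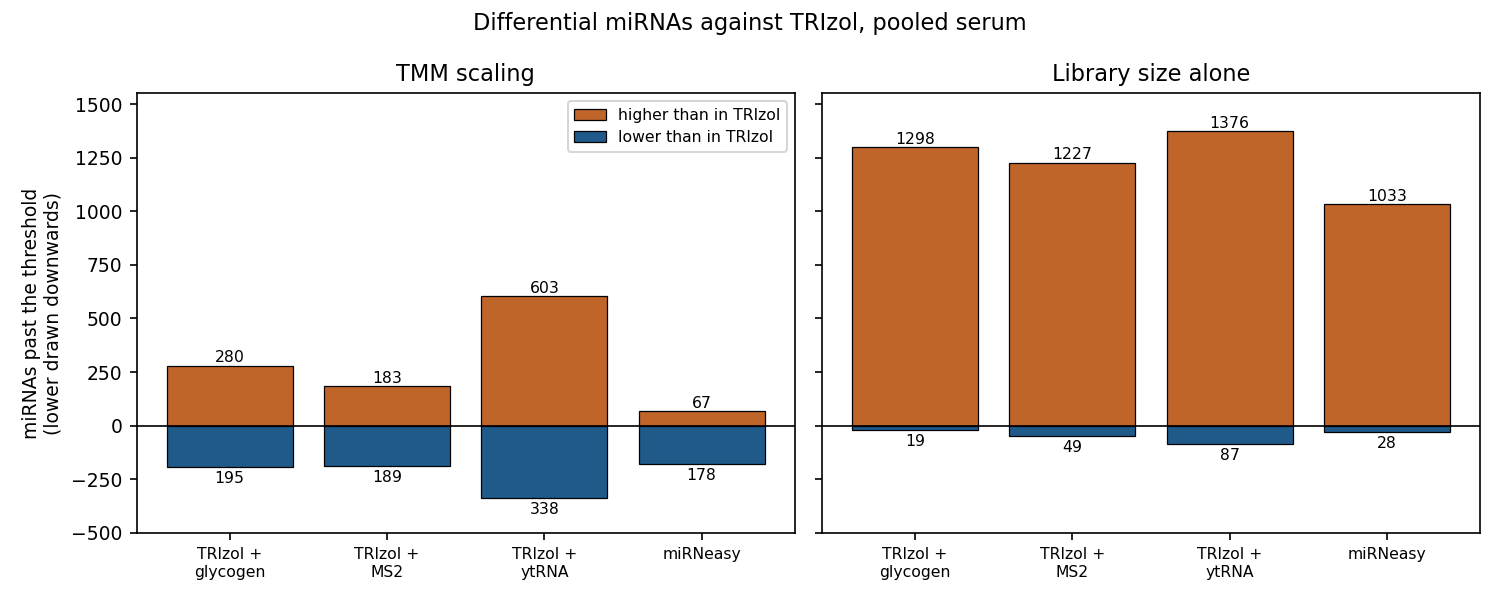
Number of miRNAs higher (up) and lower (down) than in TRIzol from pooled serum, by procedure, with TMM scaling and with library size alone. With yeast tRNA 603 rose and 338 fell with TMM scaling.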

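Of the lists of miRNAs known from tissues and blood cells, those of brain, the miR-17-92 cluster and muscle passed by fry from pooled serum, and none with an estimated correlation. With yeast tRNA 4 of the 7 brain miRNAs rose and 1 fell (4 and 1 adjusted over the list alone). miR-128 rose by 4.39 log2 (SE 0.83, adjusted p = 7.8e-07) and miR-9-5p by 2.13, while miR-124-3p fell (list test fry, up, adjusted p = 0.0494; median 2.10 but mean -0.05; adjusted p = 0.976 with an estimated correlation). miR-124-3p is among the 7 miRNAs with near-equal counts in TRIzol from unpooled serum, so its fall is not read as one of brain miRNAs. With glycogen 1 of the 7 fell, miR-9-5p by 2.21 log2 (SE 0.69, adjusted p = 0.0092), and the list went down (fry, adjusted p = 0.0259; 1 fell over the list alone; adjusted p = 0.976 with an estimated correlation). By library size alone the list went up (adjusted p = 0.00717), and miR-9-5p did not pass by library size alone (adjusted p = 0.879) or without TRIzol library C (0.143), glycogen library B (0.051) or C (0.066). Of the 4 tested miRNAs of the miR-17-92 cluster, 2 rose with yeast tRNA, miR-19a-3p (3.38) and miR-19b-3p, and miR-92a-3p fell by 2.27 (fry, up, adjusted p = 0.0259; 2 and 1 over the list alone; adjusted p = 0.976 with an estimated correlation). The change of miR-92a-3p was 0.17 by library size alone, and it did not pass without yeast tRNA library C (adjusted p = 0.055). Of the 6 muscle miRNAs, 1 rose with glycogen, the heart miRNA miR-208a by 2.51 log2 (SE 0.67, adjusted p = 0.0020), with the list up (fry, adjusted p = 0.0494; 1 over the list alone; adjusted p = 0.976 with an estimated correlation). The other lists did not pass in any procedure. Their lowest adjusted p of fry was 0.143 for erythrocyte miRNAs, 0.0845 for platelets and endothelium, 0.149 for leukocytes, 0.200 for liver, 0.531 for let-7 and 0.167 for the 895 high-numbered miRNAs (miR-3000 and above). Of the erythrocyte list 1 rose and 2 fell with yeast tRNA (0 and 2 over the list alone), with a log2 fold change of -4.87 for miR-486-5p (adjusted p = 3.2e-04). Of the high-numbered miRNAs 289 rose and 174 fell there (289 and 174 over the list alone).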

We further analyzed the data to observe if there is any particular purification method that is affecting enrichment of certain miRNA families. The miRNA counts were TMM normalized and the expression values for all miRNA families for the procedures used for pooled samples is shown as Supplemental Table 2. The miRNeasy extraction method had largest numbers of miRNA’s (~40) that are not represented in samples when compared to other methods. 

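From pooled serum miRNeasy had no count in any of its 3 libraries for 106 miRNAs, 94 of which every other procedure counted. MS2 had none for 51 (41 counted by every other), TRIzol for 26 (22), and glycogen and yeast tRNA for 0. A miRNA without a count in miRNeasy can still hold up to 0.0111% of the counts (3 counts over the summed total). Over miRNeasy pairs of libraries the number was 127 without library B, 192 without A and 525 without C.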

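miR-606, miR-1290, miR-586, miR-577, miR-384, miR-297, miR-5697 and miR-4328 all had 0 counts in the 3 miRNeasy libraries from pooled serum. TRIzol gave them few counts over its 3 libraries, 6, 7, 2, 1, 3, 1, 3 and 9 in that order, and glycogen 17, 10, 16, 12, 15, 5, 16 and 20. With MS2 they had 5, 6, 5, 0, 18, 2, 2 and 4. With yeast tRNA all 8 were counted, with 640, 635, 435, 417, 297, 108, 436 and 419. At a summed total of 3815713 with yeast tRNA, these are mean shares of 0.00301% to 0.0161%. At a summed total of 26915 in miRNeasy, 0 counts allow up to 0.0111%. With yeast tRNA the shares of miR-577, miR-384 and miR-297 lay below this limit, so there the difference in counts is not separated from depth. Those of miR-606 (0.0161%), miR-1290 (0.0159%), miR-5697 (0.0117%), miR-4328 (0.0115%) and miR-586 (0.0114%) lay above it. The limit covers counting error only, and the smallest of these shares barely exceed it. In TRIzol and with glycogen the mean shares of all 8 lay below the limit, the highest being those of miR-4328 (0.00219% and 0.00716%). Against these procedures their absence in miRNeasy is not separated from depth. With MS2 only miR-384 (0.0272% ± 0.0308) and miR-586 (0.0129% ± 0.00732) lay above it. miR-577 had no count with MS2 either (at most 0.00638% of the counts, from 3 counts over the summed total).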

Some of the miRNA that were not expressed in miRNeasy extraction method were miR-606, miR-1290, miR586, miR577, miR384, miR297, miR-5697, and miR-4328. Some of the miRNA families were consistent among different procedures, such as miR-370, miR4428, miR765, miR3168, miR5687, etc. with higher expression numbers for logCPM threshold cutoff greater than 6. 

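miR-370, of the 14q32 cluster, held 10.6% ± 1.68 of the counts in TRIzol from pooled serum (SD, n = 3), 2.71% ± 2.58 with glycogen, 0.395% ± 0.261 in miRNeasy, 0.131% ± 0.0237 with yeast tRNA and 0.0607% ± 0.105 with MS2. miR-3168 held 7.99% ± 4.20 in TRIzol, 9.36% ± 4.93 with glycogen, 12.5% ± 0.775 in miRNeasy, 23.9% ± 13.5 with MS2 and 0.0410% ± 0.0374 with yeast tRNA. miR-4428 held 6.50% ± 1.45 and miR-765 7.03% ± 1.46 in TRIzol, and 0.627% ± 0.220 and 0.0116% ± 0.00138 with yeast tRNA. miR-5687 held 0.910% ± 0.160 in TRIzol and 0.0153% ± 0.0134 with MS2. All 5 were listed by all 5 procedures, at a logCPM of 6 in any library. With MS2 miR-370 had 26 counts, all in a single library, and a mean logCPM of 5.13. miR-5687 had 10 counts with MS2 (mean logCPM 5.65) and 8 in miRNeasy (5.98), so these listings do not hold by the mean. miR-370 fell against TRIzol with MS2 (log2 fold change -10.17, SE 2.05, adjusted p = 1.3e-05), with yeast tRNA (-8.95, SE 1.93, adjusted p = 1.8e-05) and in miRNeasy (-7.64, SE 1.84, adjusted p = 6.8e-04) but not past the threshold with glycogen (-3.65, SE 1.52, adjusted p = 0.059). miR-3168 fell with yeast tRNA only (-10.04, SE 2.08, adjusted p = 7.2e-06). miR-5687 fell with all 4, with glycogen by 3.43 (SE 1.03, adjusted p = 0.0063, but 0.065 without glycogen library B). miR-4428 and miR-765 fell with MS2 (-8.48 and -9.01; adjusted p = 4.2e-05 and 2.3e-05), with yeast tRNA (-6.03 and -11.89; adjusted p = 6.5e-04 and 7.3e-08) and in miRNeasy (-4.41 and -4.54; adjusted p = 0.028 and 0.025). In miRNeasy these 2 no longer passed by library size alone (adjusted p = 0.138 and 0.102) or without miRNeasy library B (0.130 and 0.125) or C (0.169 and 0.164) or TRIzol library A (0.065 and 0.058) or B (0.057 and 0.053). With glycogen miR-370, miR-4428 and miR-765 pass by DESeq2 (adjusted p = 0.015, 0.0062 and 0.024) and without glycogen library A (0.0010, 0.0025 and 0.0029), and miR-370 by library size alone (0.049) and over all 4 libraries with yeast tRNA (0.045). By library size alone the change of miR-3168, which did not pass, was 0.24 with glycogen, 1.59 with MS2 and 0.65 in miRNeasy, instead of -1.50, -1.21 and -2.34.

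**Figure D7:**
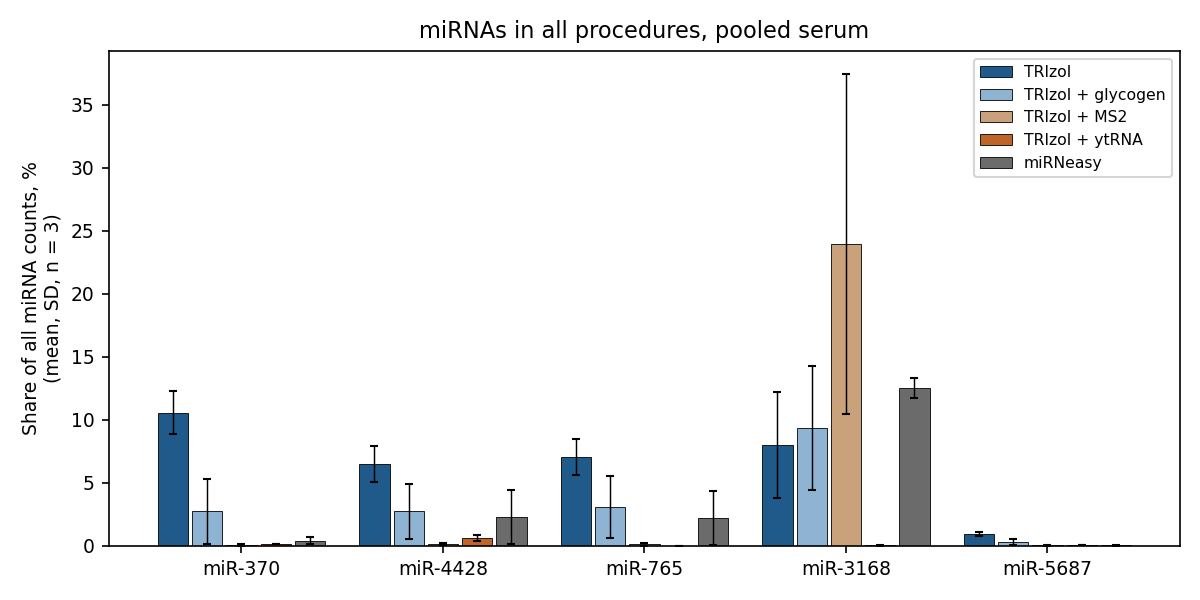
Share of all miRNA counts (percent, mean and SD of 3 libraries) of miR-370, miR-4428, miR-765, miR-3168 and miR-5687 from pooled serum, by procedure. miR-370 is highest in TRIzol (10.6%) and miR-3168 with MS2 (23.9%).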

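From pooled serum miRNeasy had the lowest mean logCPM of the 5 procedures, with no tie, for 739 miRNAs, MS2 for 643, TRIzol for 472, yeast tRNA for 127 and glycogen for 48. Of these, 657, 591, 429, 59 and 18 lay below a mean logCPM of 6. Below 6 in all were 1305 miRNAs in miRNeasy, 1252 with MS2, 1050 in TRIzol, 418 with glycogen and 401 with yeast tRNA. From unpooled serum miRNeasy was lowest alone for 1429 miRNAs, TRIzol for 366, MS2 for 13, yeast tRNA for 10 and glycogen for 6. A miRNA without counts takes the same value on this scale at any depth of a library, 2.52 from pooled and 0.578 from unpooled serum, and these numbers were not tested.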

The TRIzol with glycogen had lowest expression for many of the miRNA with expression values lower than 6 logCPM threshold cutoff. In unpooled samples, only the TRIzol extraction with addition of bacteriophage MS2 method yielded unique miRNAs [36].

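From unpooled serum let-7i-5p and miR-106b-5p were among the 123 miRNAs listed only with MS2. Without MS2 library A they were 73, and without TRIzol library B 81. Other settings gave 127 with every library at the threshold, 170 with the mean of the libraries, 155 with a threshold of 7, 11 with a threshold of 5, 58 by library size alone and 0 with at least 1 or at least 6 counts. Yeast tRNA had 60 of its own, including miR-1290, and miRNeasy 12, including miR-19b-3p of the miR-17-92 cluster. Uniqueness rests on 3 libraries per procedure and was not tested, and the MS2 libraries belong to another naming scheme than those of TRIzol and miRNeasy.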

**Fig. 8:**
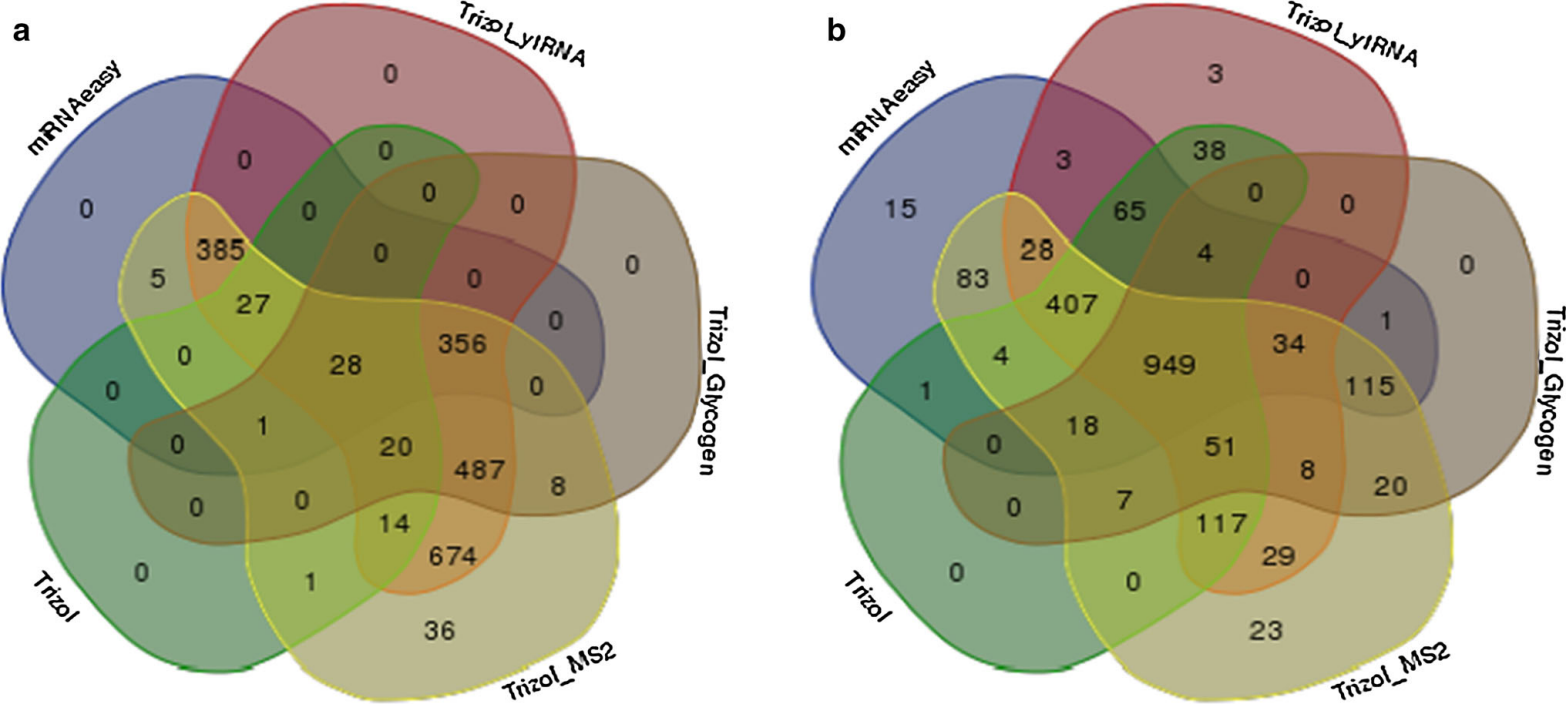
*Venn diagram* representing number of miRNA isolated in common: The miRNAs identified from the triplicate samples using the different isolation procedures have been appended into one list and compiled into a *Venn diagram* representing the common miRNAs between the different isolation procedures **a** Unpooled samples **b** Pooled samples

## Conclusion

The study of miRNAs in serum from the DoDSR has the potential to reveal insights into diseases of military relevance. The circulating miRNAs are stable for long periods of time, but there remain many challenges for identifying these miRNAs, from the extraction procedures to NGS. We were able to extract total RNA in archived serum samples of limited availability using a variety of isolation methods available, thus enabling the sequencing of small RNA and analysis of circulating, cell-free miRNAs with good performance data. 

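miR-486-5p, abundant in red blood cells and so in blood, held 0.385% ± 0.281 of the counts from pooled serum in TRIzol (SD, n = 3), 3.69% ± 2.37 with glycogen, 3.50% ± 2.62 with MS2, 0.0681% ± 0.00644 with yeast tRNA and 5.74% ± 2.08 in miRNeasy. Its log2 fold change against TRIzol was 0.80 with glycogen (SE 1.06, adjusted p = 0.62) and 0.81 in miRNeasy (SE 1.06, adjusted p = 0.72) after TMM scaling, and 3.28 and 3.90 by library size alone (adjusted p = 0.0019 and 5.4e-04). In miRNeasy it also passed by DESeq2 (adjusted p = 0.047) and with only the 2 procedures in the fit (0.048). Glycogen and miRNeasy from pooled serum were close to each other in abundant miRNAs, with a correlation coefficient of mean counts of 0.921 across miRNAs, compared with 0.885 between MS2 and miRNeasy and 0.741 between glycogen and MS2. From unpooled serum the coefficient between glycogen and miRNeasy was 0.0175. From unpooled serum miR-486-5p held 0.108% ± 0.101 in TRIzol, 0.0288% ± 0.00663 with glycogen, 0.672% ± 0.349 in mirVANA and 12.2% ± 6.35 in miRNeasy. Which procedure comes nearest to the miRNA content of the serum was not measured, since that content is not known for these samples.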

Our analyses showed that TRIzol with and without addition of glycogen or miRNeasy columns can be the methods of choice for isolating miRNAs from archived serum samples.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (XLSX 1598 kb)

Supplementary material 2 (XLSX 81 kb)

## References

[1] Krol J, Loedige I, Filipowicz W (2010). The widespread regulation of microRNA biogenesis, function and decay. Nat Rev Genet.

[2] Valencia-Sanchez MA, Liu J, Hannon GJ, Parker R (2006). Control of translation and mRNA degradation by miRNAs and siRNAs. Genes Dev.

[3] Ameres SL, Zamore PD (2013). Diversifying microRNA sequence and function. Nat Rev Mol Cell Biol.

[4] Ha M, Kim VN (2014). Regulation of microRNA biogenesis. Nat Rev Mol Cell Biol.

[5] Cai Y, Yu X, Hu S, Yu J (2009). A brief review on the mechanisms of miRNA regulation. Genomics Proteomic Bioinform.

[6] Lewis BP, Shih IH, Jones-Rhoades MW, Bartel DP, Burge CB (2003). Prediction of mammalian microRNA targets. Cell.

[7] Bartel DP (2009). MicroRNAs: target recognition and regulatory functions. Cell.

[8] Cortez MA, Bueso-Ramos C, Ferdin J, Lopez-Berestein G, Sood AK, Calin GA (2011). MicroRNAs in body fluids–the mix of hormones and biomarkers. Nat Rev Clin Oncol.

[9] Vasilatou D, Papageorgiou S, Pappa V, Papageorgiou E, Dervenoulas J (2010). The role of microRNAs in normal and malignant hematopoiesis. Eur J Haematol.

[10] Zhou B, Wang S, Mayr C, Bartel DP, Lodish HF (2007). miR-150, a microRNA expressed in mature B and T cells, blocks early B cell development when expressed prematurely. Proc Natl Acad Sci USA.

[11] Reid G, Kirschner MB, van Zandwijk N (2011). Circulating microRNAs: association with disease and potential use as biomarkers. Crit Rev Oncol Hematol.

[12] MacLellan S, MacAulay C, Lam S, Garnis C (2014). Pre-profiling factors influencing serum microRNA levels. BMC Clinical Pathology.

[13] Keller A, Leidinger P, Bauer A, Elsharawy A, Haas J, Backes C, Wendschlag A, Giese N, Tjaden C, Ott K, Werner J, Hackert T, Ruprecht K, Huwer H, Huebers J, Jacobs G, Rosenstiel P, Dommisch H, Schaefer A, Muller-Quernheim J, Wullich B, Keck B, Graf N, Reichrath J, Vogel B, Nebel A, Jager SU, Staehler P, Amarantos I, Boisguerin V, Staehler C, Beier M, Scheffler M, Buchler MW, Wischhusen J, Haeusler SF, Dietl J, Hofmann S, Lenhof HP, Schreiber S, Katus HA, Rottbauer W, Meder B, Hoheisel JD, Franke A, Meese E (2011). Toward the blood-borne miRNome of human diseases. Nat Methods.

[14] Ichikawa M, Akiyama H (2013). A combination of extraction reagent and DNA microarray that allows for the detection of global miRNA profiles from serum/plasma. Methods Mol Biol.

[15] Chen X, Ba Y, Ma L, Cai X, Yin Y, Wang K, Guo J, Zhang Y, Chen J, Guo X, Li Q, Li X, Wang W, Zhang Y, Wang J, Jiang X, Xiang Y, Xu C, Zheng P, Zhang J, Li R, Zhang H, Shang X, Gong T, Ning G, Wang J, Zen K, Zhang J, Zhang C-Y (2008) Characterization of microRNAs in serum: a novel class of biomarkers for diagnosis of cancer and other diseases. Cell research 18 (10):997-1006. doi:http://www.nature.com/cr/journal/v18/n10/suppinfo/cr2008282s1.html10.1038/cr.2008.28218766170

[16] Grasedieck S, Scholer N, Bommer M, Niess JH, Tumani H, Rouhi A, Bloehdorn J, Liebisch P, Mertens D, Dohner H, Buske C, Langer C, Kuchenbauer F (2012). Impact of serum storage conditions on microRNA stability. Leukemia.

[17] Arroyo JD, Chevillet JR, Kroh EM, Ruf IK, Pritchard CC, Gibson DF, Mitchell PS, Bennett CF, Pogosova-Agadjanyan EL, Stirewalt DL, Tait JF, Tewari M (2011). Argonaute2 complexes carry a population of circulating microRNAs independent of vesicles in human plasma. Proc Natl Acad Sci USA.

[18] Zhu W, Qin W, Atasoy U, Sauter ER (2009). Circulating microRNAs in breast cancer and healthy subjects. BMC Res Notes.

[19] Keller A, Leidinger P, Gislefoss R, Haugen A, Langseth H, Staehler P, Lenhof HP, Meese E (2011). Stable serum miRNA profiles as potential tool for non-invasive lung cancer diagnosis. RNA Biol.

[20] Rounge TB, Lauritzen M, Langseth H, Enerly E, Lyle R, Gislefoss RE (2015). microRNA biomarker discovery and high-throughput DNA sequencing are possible using long-term archived serum samples. Cancer Epidemiol Biomark Prev.

[21] Thomson JM, Parker J, Perou CM, Hammond SM (2004). A custom microarray platform for analysis of microRNA gene expression. Nat Methods.

[22] Miska EA, Alvarez-Saavedra E, Townsend M, Yoshii A, Sestan N, Rakic P, Constantine-Paton M, Horvitz HR (2004). Microarray analysis of microRNA expression in the developing mammalian brain. Genome Biol.

[23] Mardis ER (2008). The impact of next-generation sequencing technology on genetics. Trends Genet.

[24] Morozova O, Marra MA (2008). Applications of next-generation sequencing technologies in functional genomics. Genomics.

[25] Zhang J, Gao Y, Yu M, Wu H, Ai Z, Wu Y, Liu H, Du J, Guo Z, Zhang Y (2015). Retinoic acid induces embryonic stem cell differentiation by altering both encoding RNA and microRNA expression. PLoS One.

[26] Rai G, Rai R, Saeidian A, Rai M (2015). Microarray to deep sequencing: transcriptome and miRNA profiling to elucidate molecular pathways in systemic lupus erythematosus. Immunol Res.

[27] Langmead B, Trapnell C, Pop M, Salzberg S (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[28] Flicek P, Amode MR, Barrell D, Beal K, Billis K, Brent S, Carvalho-Silva D, Clapham P, Coates G, Fitzgerald S, Gil L, Girón CG, Gordon L, Hourlier T, Hunt S, Johnson N, Juettemann T, Kähäri AK, Keenan S, Kulesha E, Martin FJ, Maurel T, McLaren WM, Murphy DN, Nag R, Overduin B, Pignatelli M, Pritchard B, Pritchard E, Riat HS, Ruffier M, Sheppard D, Taylor K, Thormann A, Trevanion SJ, Vullo A, Wilder SP, Wilson M, Zadissa A, Aken BL, Birney E, Cunningham F, Harrow J, Herrero J, Hubbard TJP, Kinsella R, Muffato M, Parker A, Spudich G, Yates A, Zerbino DR, Searle SMJ (2014). Ensembl 2014. Nucleic Acids Res.

[29] Kozomara A, Griffiths-Jones S (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res.

[30] Kozomara A, GriffithsJones S (2011). miRBase: integrating microRNA annotation and deep-sequencing data. Nucleic Acids Res.

[31] Griffiths-Jones S, Saini HK, van Dongen S, Enright AJ (2008). miRBase: tools for microRNA genomics. Nucleic Acids Res.

[32] Griffiths-Jones S, Grocock RJ, van Dongen S, Bateman A, Enright AJ (2006). miRBase: microRNA sequences, targets and gene nomenclature. Nucleic Acids Res.

[33] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[34] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[35] Schmieder R, Edwards R (2011). Quality control and preprocessing of metagenomic datasets. Bioinformatics.

[36] Weber JA, Baxter DH, Zhang S, Huang DY, Huang KH, Lee MJ, Galas DJ, Wang K (2010). The microRNA spectrum in 12 body fluids. Clin Chem.

[37] Wang K, Yuan Y, Cho J-H, McClarty S, Baxter D, Galas DJ (2012). Comparing the MicroRNA spectrum between serum and plasma. PLoS One.

[38] Kim DJ, Linnstaedt S, Palma J, Park JC, Ntrivalas E, Kwak-Kim JY, Gilman-Sachs A, Beaman K, Hastings ML, Martin JN, Duelli DM (2012). Plasma components affect accuracy of circulating cancer-related microRNA quantitation. J Mol Diagn.

[39] Page K, Guttery DS, Zahra N, Primrose L, Elshaw SR, Pringle JH, Blighe K, Marchese SD, Hills A, Woodley L, Stebbing J, Coombes RC, Shaw JA (2013). Influence of plasma processing on recovery and analysis of circulating nucleic acids. PLoS One.

[40] Moldovan L, Batte KE, Trgovcich J, Wisler J, Marsh CB, Piper M (2014). Methodological challenges in utilizing miRNAs as circulating biomarkers. J Cell Mol Med.

[41] Kim YK, Yeo J, Kim B, Ha M, Kim VN (2012). Short structured RNAs with low GC content are selectively lost during extraction from a small number of cells. Mol Cell.

[42] Kroh EM, Parkin RK, Mitchell PS, Tewari M (2010). Analysis of circulating microRNA biomarkers in plasma and serum using quantitative reverse transcription-PCR (qRT-PCR). Methods.

[43] Li Y, Kowdley KV (2012). Method for microrna isolation from clinical serum samples. Anal Biochem.

[44] McAlexander MA, Phillips MJ, Witwer KW (2013) Comparison of methods for miRNA extraction from plasma and quantitative recovery of RNA from plasma and cerebrospinal fluid. Frontiers in Genetics 4. doi:10.3389/fgene.2013.0008310.3389/fgene.2013.00083PMC365527523720669

[45] Rekker K, Saare M, Roost AM, Kubo A-L, Zarovni N, Chiesi A, Salumets A, Peters M (2014). Comparison of serum exosome isolation methods for microRNA profiling. Clin Biochem.

[46] Khoury S, Ajuyah P, Tran N (2014). Isolation of small noncoding RNAs from human serum. J Vis Exp.

[47] Taylor CJ, Satoor SN, Ranjan AK, Pereira e Cotta MV, Joglekar MV (2012). A protocol for measurement of noncoding RNA in human serum. Exp Diabetes Res.

[48] Duy J, Koehler JW, Honko AN, Minogue TD (2015). Optimized microRNA purification from TRIzol-treated plasma. BMC Genom.

[49] Andreasen D, Fog JU, Biggs W, Salomon J, Dahslveen IK, Baker A, Mouritzen P (2010). Improved microRNA quantification in total RNA from clinical samples. Methods.

[50] Moret I, Sánchez-Izquierdo D, Iborra M, Tortosa L, Navarro-Puche A, Nos P, Cervera J, Beltrán B (2013). Assessing an improved protocol for plasma microRNA extraction. PLoS One.

[51] Wang QT, Xiao W, Mindrinos M, Davis RW (2002). Yeast tRNA as carrier in the isolation of microscale RNA for global amplification and expression profiling. Biotechniques.

[52] Remakova M, Skoda M, Faustova M, Vencovsky J, Novota P (2013). Validation of RNA extraction procedures focused on micro RNA expression analysis. Folia Biol (Praha).

[53] Masotti A, Caputo V, Da Sacco L, Pizzuti A, Dallapiccola B, Bottazzo GF (2009). Quantification of small non-coding RNAs allows an accurate comparison of miRNA expression profiles. J Biomed Biotechnol.

[54] Pegtel DM, Cosmopoulos K, Thorley-Lawson DA, van Eijndhoven MAJ, Hopmans ES, Lindenberg JL, de Gruijl TD, Würdinger T, Middeldorp JM (2010). Functional delivery of viral miRNAs via exosomes. Proc Natl Acad Sci.

[55] Spornraft M, Kirchner B, Haase B, Benes V, Pfaffl MW, Riedmaier I (2014). Optimization of extraction of circulating RNAs from plasma—enabling small RNA sequencing. PLoS One.

[56] Illumina (2014) Evaluating RNA Quality from FFPE Samples Pub. No. 470 2014-001

[57] Ach RA, Wang H, Curry B (2008). Measuring microRNAs: comparisons of microarray and quantitative PCR measurements, and of different total RNA prep methods. BMC Biotechnol.

[58] Chim SSC, Shing TKF, Hung ECW, T-y Leung, T-k Lau, Chiu RWK, Dennis Lo YM (2008). Detection and characterization of placental MicroRNAs in maternal plasma. Clin Chem.

[59] Wu Q, Lu Z, Li H, Lu J, Guo L, Ge Q (2011) Next-generation sequencing of MicroRNAs for Breast Cancer Detection. J Biomed Biotechnol. doi:10.1155/2011/59714510.1155/2011/597145PMC311828921716661

[60] Williams Z, Ben-Dov IZ, Elias R, Mihailovic A, Brown M, Rosenwaks Z, Tuschl T (2013). Comprehensive profiling of circulating microRNA via small RNA sequencing of cDNA libraries reveals biomarker potential and limitations. Proc Natl Acad Sci.

[61] Matts JA, Sytnikova Y, G-w Chirn, Igloi GL, Lau NC (2014). Small RNA library construction from minute biological samples. Methods Mol Biol.

[62] Dhahbi JM, Spindler SR, Atamna H, Boffelli D, Martin DIK (2014). Deep sequencing of serum small RNAs identifies patterns of 5′ tRNA half and YRNA fragment expression associated with Breast Cancer. Biomark Cancer.

[63] Thompson JF, Raz T, Milos PM (2011). Tag-based Next Generation Sequencing.

[64] Juan L, Tong H-l, Zhang P, Guo G, Wang Z, Wen X, Dong Z, Tian Y-p (2014) Identification and characterization of novel serum microRNA candidates from deep sequencing in cervical cancer patients. Sci Rep 4. doi:10.1038/srep06277http://www.nature.com/srep/2014/140903/srep06277/abs/srep06277.html#supplementary-information10.1038/srep06277PMC415275125182173

[65] Pritchard CC, Cheng HH, Tewari M (2012) MicroRNA profiling: approaches and considerations. Nat Rev Genet 13 (5):358-369. doi:http://www.nature.com/nrg/journal/v13/n5/suppinfo/nrg3198_S1.html10.1038/nrg3198PMC451782222510765

[66] Hengen PN (1996). Carriers for precipitating nucleic acids. Trends Biochem Sci.

How the deposited data were processed for this re-analysis (not part of the article)

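Small RNA libraries of serum were counted by the authors for 2042 mature human miRNAs of miRBase, from 7 extraction procedures with unpooled serum and 5 with pooled serum. The authors made the base calls with CASAVA 1.8.2, trimmed adaptors with cutadapt 1.2.1, aligned the reads to the hg19 genome build with Bowtie 1.0.0 and mapped them to miRBase with an aligner the paper does not name there. Picard 1.84 and bedtools 2.17 are named for the counts. The paper's text does not state how a read that matches several miRNAs or either strand was counted.

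The deposited table holds estimated counts by its unit, and every miRNA value read from it is a whole-number count, so nothing was rounded. The authors' correlation coefficients stand beneath the miRNA counts in the same columns, and only the miRNA counts were read. Of the columns, 37 hold counts of single libraries, and 36 of these make up the values given first. The fourth library of TRIzol with yeast tRNA from pooled serum, which the authors' average leaves out, was used as an alternative. Another 18 deposited per-sample columns belong to procedures that are not among the labelled samples and were not used here. Libraries were grouped by the procedure and kind of serum in their labels and are lettered by their position in the table. The labels number the replicates, but the names of the count columns carry none of these numbers, so a column is matched to a procedure and not to a replicate. Data on RNA yield, size profiles, processed reads, read lengths and other RNA species were not analysed here.

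Depth is the total of miRNA counts per library, given with the first passage. A miRNA without counts in a procedure was given an upper share of 3 counts over the summed total of its libraries. A fold change against such a group is a limit from the same 3 counts over the group, given over the summed library sizes after TMM scaling and over the summed totals, and covers counting error only.

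Differential tests used edgeR 4.0.16 in R 4.3.3: filterByExpr, trimmed mean of M values (TMM) scaling, 1 quasi-likelihood fit per kind of serum with each procedure compared with TRIzol, and Benjamini-Hochberg adjustment at 0.05 within a comparison. The standard error of a log2 fold change is its size over the square root of the F statistic. A term for procedure by kind of serum was tested in a joint fit of 30 libraries. Lists of miRNAs were tested with fry of limma 3.58.1, adjusted over the lists and comparisons of a kind of serum, with camera beside it. The lists were erythrocyte, platelet and endothelium, leukocyte, liver, muscle, brain, the let-7 family, the miR-17-92 cluster and the high-numbered miRNAs (miR-3000 and above), fixed from general knowledge before the table was read. Totals and the number of miRNAs expected at equal depth (exact rarefaction) were compared by an exact permutation test of 3 against 3 libraries, two-sided.

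Correlation coefficients are Pearson's on counts across all 2042 miRNAs, averaged over the pairs of a procedure or taken between mean counts of procedures. For the lists of miRNAs per procedure a miRNA is listed when any of its libraries reaches 6 on the log2 CPM scale after TMM scaling with a prior count of 2, for the 5 procedures used on both kinds of serum. Names given as examples of a list are the first in name order or members of the lists above.

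Alternatives set before the table was read were DESeq2 1.42.0, scaling by library size alone, no low-count filter, only the 2 procedures in the fit, leaving out 1 library at a time, all 4 libraries with yeast tRNA, log2 values, ranks, other thresholds of the lists and removal of the most abundant miRNA. Removal of the 10 miRNAs with the highest mean share was added later. The closing section gives their effect. To see whether counts of changed miRNAs could arise by chance, libraries were split into groups in the other 9 ways, or in 24 drawn ways for the joint fit.

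miRNAs are named by a rule set before the table was read: the largest rises and falls past the threshold at a mean of at least 64 CPM, with every library on one side, the most abundant of each list and procedure, and every miRNA the paper names. The paper's supplementary tables, which hold most of the counts, could be read before this rule was written. Members of lists that passed and examples outside the rule were chosen after the values were seen.

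The differential test was tested on simulated data with changes put into 100 miRNAs per size, for the comparison of glycogen with TRIzol only. With 4-fold changes it found 33.0% of 88 tested miRNAs in counts like those of pooled serum and 12.0% of 100 in those of unpooled serum, and with 16-fold changes 74.1% of 85 and 46.0% of 100, with 1.08% and 4.92% false calls. Changes of 4-fold are therefore mostly missed there, and the power of the other comparisons was not simulated. The simulated glycogen libraries were drawn from the TRIzol profile apart from the changed miRNAs. In the real libraries TMM scaling moves the median log2 fold change with glycogen by -2.41 from pooled and -1.96 from unpooled serum. The simulated shares of false calls do not cover a shift of this kind. Hairpin sequences were taken from a reference with GENCODE release 29, used by sequence only. The sequence of the kit's 5' adaptor was entered from general knowledge. Tables and figures were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.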

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

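The test of strands, the test of reads per count and the tests of library batches were chosen after the results were seen, and so were the leave-one-out ranges of the carrier tests. The names of the carrier accounts were also reworded after the values were seen.

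In a joint fit of pooled and unpooled serum, 294 miRNAs of 2042 differed between the kinds of serum in their change with glycogen against TRIzol, 228 with MS2, 323 with yeast tRNA and 212 in miRNeasy (edgeR's quasi-likelihood test, adjusted p < 0.05). With all 4 libraries of TRIzol with yeast tRNA they were 297, 233, 333 and 213. Of 25 splits of the libraries, the real one included, 2, 2, 5 and 1 gave as many, with 324, 247, 673 and 46 in the highest other split. The splits mix TRIzol with the other procedure within each kind of serum, so they also break the change with procedure itself. They therefore cannot tell whether a difference between the kinds of serum arose by chance, which is not ruled out for any procedure. For glycogen, MS2 and yeast tRNA the kind of serum is also mixed with another naming scheme of the libraries.

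The fourth library of TRIzol with yeast tRNA from pooled serum, which the paper does not use, held 604109 miRNA counts, fewer than the other 3. Its column name repeats the sample number of library C, and its correlation with library C on counts, 0.996, is the highest of the 6 pairs (A with B 0.988, the others 0.863 to 0.923). On log2 values it is 0.987, compared with 0.988 for A with B, and the counts of both pairs differed by more than counting noise (chi-square per degree of freedom 5.17 and 5.23). The values therefore do not decide whether it is a second run of one sample, which the values over all 4 libraries would count as 2 replicates.

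miR-486-5p held 12.2% of the miRNeasy counts from unpooled serum (n = 3), a level the paper does not discuss. Its 5p and 3p arms had counts within 5% of each other in 33 of 36 libraries, although arms of a hairpin usually differ. Across hairpins whose arms are complementary over at least 17 bases (79), the median ratio of the higher to the lower arm was 1.20, compared with 1.90 in 474 others (permutation test, one-sided, p = 1e-05, the smallest possible). This is what counting reads without regard to strand could give. In TRIzol with glycogen from unpooled serum, the miRNA counts were also 9.24 times the processed reads the paper gives (7.74 to 11.4 by library; 1.36, 0.675 to 2.29, from pooled serum), as reads counted for several miRNAs could give. The hairpins of the 7 near-equal miRNAs share at most 10 bases with each other. By the paper, alignment dropped 10 bases at the 3' end of every read, so this length does not show whether a read could match several of the 7.

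Libraries with yeast tRNA stood apart from the other procedures in both kinds of serum, as did miRNeasy from unpooled serum (correlations of 0.0104 to 0.114), and accounts of the carriers and of a library batch were put to a test. TRIzol with yeast tRNA from unpooled serum correlated with its pooled libraries 0.0154 more than with its closest procedure from unpooled serum (log2 values), but -0.0125 to 0.0404 with 1 library left out, which leaves RNA brought by the carrier open. For MS2 the difference was -0.437 (-0.534 to -0.403), which cannot decide on a constant RNA brought by that carrier. The pooled MS2 libraries held only 4736 to 28049 counts, and their replicates correlated at 0.418. The closest procedure from unpooled serum, glycogen at 0.646, shares the naming scheme of MS2. MS2 from unpooled serum correlated at 0.208 with pooled MS2 and at 0.320 with pooled miRNeasy, which held 2558 to 14069 counts. For yeast tRNA a batch along the naming scheme is argued against as the reason that it stood apart. From pooled serum, with 1 naming scheme, the highest correlation of yeast tRNA with another procedure lay below the lowest between the others (difference -0.344, and -0.416 to -0.242 with 1 library left out). From unpooled serum its higher correlation with the procedures of its scheme lay below that of these with each other, 0.991 (difference -0.892, and -0.901 to -0.855). A first test, whether yeast tRNA correlates more with both procedures of its scheme than with the others, gave a difference of -0.0281 (-0.132 to 0.000742) and did not decide. A batch can still add to the changes against TRIzol from unpooled serum. No account from the biology of the serum was tested, and differences between donors stay possible from unpooled serum.

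Counts of changed miRNAs against TRIzol can be compared with only 10 splits of 6 libraries, the real one included, so chance cannot be ruled out at 1 in 20 for any of them. The real split had the most calls in 9 of 10 comparisons, with no other split as high. The highest other split gave 6 with glycogen, 2 with MS2, 0 with yeast tRNA and 0 in miRNeasy from pooled serum, and 0, 1, 0 and 12 in the same order, 220 in mirVANA and 0 after Exosome precipitation from unpooled serum. After Exosome precipitation all 10 splits gave 0.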

How the results depend on the processing

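All alternatives below were set before the results were seen, except the removal of the 10 miRNAs with the highest mean share, and the ranges over left-out libraries were put together after.

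No paired analysis was possible because the count columns do not carry the replicate numbers of the labels. Where a value moves, the cause was not tested.

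Differential miRNAs by library size alone were 1317 with glycogen, 1276 with MS2, 1463 with yeast tRNA and 1061 in miRNeasy from pooled serum, and 1258 with glycogen, 1999 with MS2, 1986 with yeast tRNA, 1236 in mirVANA and 432 after Exosome precipitation from unpooled serum. DESeq2 gave 1032 with MS2, 987 with yeast tRNA and 147 in mirVANA from unpooled serum. Its scaling rests on the miRNAs with a count in every library, only 25 from unpooled and 221 from pooled serum. With only the 2 procedures in the fit, MS2 had 226 from pooled serum, and miRNeasy 120, mirVANA 62 and Exosome precipitation 2 from unpooled serum. The interaction with the kind of serum had 162 (glycogen), 1109 (MS2) and 1169 (yeast tRNA) by library size alone, and 82 (MS2), 901 (yeast tRNA) and 635 (miRNeasy) by DESeq2.

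Common lists from pooled serum (common to 5, missing with glycogen alone, only with yeast tRNA) were 164, 6 and 301 with every library at the threshold, and 275, 3 and 175 with the mean of the libraries. With a threshold of 7 the first and last were 407 and 84, and with a threshold of 5 the latter 2 were 7 and 0. With at least 1 count they were 1872, 0 and 0, with at least 6 counts 317, 0 and 37, and by library size alone 550, 2 and 1. From unpooled serum (common to 5, missing in TRIzol alone, only with MS2) they were 19 and 16 for the first 2 with every library, 43 and 38 with the mean, and 46 and 30 with a threshold of 7. A threshold of 5 gave 653 common and 11 only with MS2, at least 1 count 714 and 0, at least 6 counts 28 and 0, and library size alone 57, 273 and 58.

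Correlations on log2 values from pooled serum were 0.304 (lowest within a procedure), 0.351 (highest of yeast tRNA with another) and 0.181 (TRIzol with yeast tRNA), and from unpooled serum 0.401 and 0.930 (lowest and highest within) and 0.380 (yeast tRNA). As ranks they were 0.381, 0.389 and 0.212 from pooled serum, with 0.486 for TRIzol with glycogen and 0.432 with miRNeasy, and 0.359, 0.924 and 0.422 from unpooled serum. Without the most abundant miRNA the highest within was 0.984, the highest of yeast tRNA 0.0752 and TRIzol with MS2 0.0671. Without the 10 most abundant miRNAs the lowest within was 0.450, yeast tRNA reached 0.143, TRIzol with MS2 0.134 and TRIzol with yeast tRNA -0.0160 from pooled serum, and the lowest and highest within 0.458 and 0.99956 from unpooled serum. The lowest pair of libraries was 0.539 with glycogen from pooled and 0.99992 in TRIzol from unpooled serum.

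Of the miRNA lists, camera passed 0 with its preset and 0 with an estimated correlation, and 78 passed by library size alone, where the brain list with glycogen turned (adjusted p = 0.00717). By library size alone miR-3168 turned to 0.24 with glycogen, 1.59 with MS2 and 0.65 in miRNeasy, and miR-92a-3p with yeast tRNA to 0.17. Over 60 named miRNAs and comparisons, 606 of 643 values stayed the same, 17 were weaker, 14 stronger and 6 reversed.

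With 1 library left out, differential miRNAs ran from 293 to 558 with glycogen and 211 to 373 with MS2 from pooled serum, and from unpooled serum from 173 to 245 with glycogen, 114 to 223 with MS2, 241 to 405 with yeast tRNA, 151 to 232 in miRNeasy, 145 to 311 in mirVANA and 0 to 13 after Exosome precipitation. The interaction ran from 140 to 230 with MS2 and 120 to 231 in miRNeasy. The list missing with glycogen alone ran from 19 to 85, that only with yeast tRNA from 4 to 10, the common unpooled list from 139 to 357, that missing in TRIzol from 38 to 270 and that only with MS2 from 73 to 134. The lowest correlation within a procedure ran from 0.539 to 0.817 and the highest from 0.922 to 0.998 from pooled serum, the highest from 0.99992 to 0.99998 and that of yeast tRNA with another procedure from 0.0951 to 0.250 from unpooled serum. miRNAs without a count in miRNeasy ran from 127 to 525, the ratio of totals with glycogen from 0.688 to 1.27 from pooled serum, and from 0.845 to 3.60 with MS2 and 0.943 to 2.94 with yeast tRNA from unpooled serum. miR-486-5p with MS2 ran from -0.34 to 0.72.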

Differences from the paper's values

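The alternatives named here were set before the data were examined, except the removal of the 10 most abundant miRNAs and the shares of own lists, which were chosen after the values were seen.

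For unpooled serum the paper gives a highest correlation within a procedure of 0.99, and the value here is 0.99995, in TRIzol. None of 26 alternatives falls within the paper's value. Its supplement gives 0.99 within TRIzol, within TRIzol with glycogen and within Exosome precipitation with TRIzol, and the values here are 0.99995, 0.998 and 0.9995. Cut after 2 decimals, all of these would read 0.99, so the paper's values may be shortened from the same ones. For each of these none of the 4 alternatives (log2 values, ranks, without the most abundant miRNA, without the 10 most abundant miRNAs) falls within it.

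For pooled serum the paper gives 407 miRNAs common to the procedures without TRIzol with glycogen, and the value here is 52. None of 23 alternatives comes within 1.5 times of the paper's value for this list, while a threshold of 7 gives 407 miRNAs common to all 5 procedures. The paper gives 3 miRNAs only with yeast tRNA, and the value here is 5. All 4 libraries of TRIzol with yeast tRNA give 4, as do 4 of the 15 lists with 1 library left out, and the other 18 alternatives differ.

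For unpooled serum the paper gives 28 miRNAs common to 5 procedures, and the value here is 216. With at least 6 counts in any library it is 28 and with every library at the threshold 19, and the other 20 alternatives differ. The paper gives 356 miRNAs common to the procedures without TRIzol, and the value here is 82. By library size alone it is 273, without TRIzol library A 270 and without TRIzol library C 247, and the other 19 alternatives differ. The paper shows about 36 miRNAs only with MS2 (Fig. 8a, read by eye), and the value here is 123, with none of 22 alternatives within 1.5 times.

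The paper gives about 40 miRNAs not represented in miRNeasy from pooled serum, and 106 had no count here, with none of 4 alternatives within 1.5 times. The paper states no threshold for this number. From pooled serum the paper shows about 23 miRNAs only with MS2 and about 15 only in miRNeasy (Fig. 8b, read by eye), and the values here are 0 and 4, for which no alternatives were run.

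In ranking, the paper puts MS2 first by overlap with the other procedures in both kinds of serum. Here each other procedure from unpooled serum shares the most miRNAs with MS2 (1210 for glycogen, 1186 for yeast tRNA, 923 for TRIzol and 406 for miRNeasy), but from pooled serum each shares the fewest with MS2 (1566, 1443, 1518 and 1499 in the same order). MS2 also has the shortest list there, 1660, and as a mean share of the own list it comes first from pooled serum, 90.8% compared with 87.4% to 88.9%, and last from unpooled serum, 57.4% compared with 62.7% to 77.4%. The paper puts miRNeasy next. Here miRNeasy from pooled serum shares 1698 with glycogen, 1556 with yeast tRNA and 1499 with MS2, fewer than TRIzol does (1706, 1573 and 1518), and from unpooled serum each other procedure shares the fewest with miRNeasy (348 for glycogen, 360 for yeast tRNA, 406 for MS2 and 279 for TRIzol), while its own share, 77.4%, is the highest there.

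The paper finds no miRNA only in TRIzol or only with glycogen. Here 6 and 5 are from pooled serum, and 49 and 19 from unpooled serum. The paper finds own miRNAs from unpooled serum with MS2 only, while here yeast tRNA has 60 and miRNeasy 12 besides. The paper finds the lowest expression with glycogen for many miRNAs below the threshold. Here glycogen is lowest alone and below it for 18 miRNAs from pooled serum, compared with 657 in miRNeasy and 591 with MS2. The summed totals were 384092 with glycogen, 26915 in miRNeasy and 47055 with MS2. A miRNA without counts takes the lowest value of the scale, so this ranking is not separated from depth.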

Other observations

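The adaptor test of miR-3168, with the match of miR-425, was chosen after its share was seen, and the other results here come from tests set before.

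miR-5701 rose with glycogen from unpooled serum to 5.12% ± 0.363 of the counts (SD, n = 3) from 0.000728% ± 0.000691 in TRIzol, a log2 fold change of 11.03 (SE 1.36, adjusted p = 2.6e-10, edgeR's quasi-likelihood test), and miR-2392 fell by 7.59 log2 (SE 1.14, adjusted p = 2.9e-07). miR-890 had 429 counts with glycogen and none in TRIzol, at least 14.4-fold higher after TMM scaling (65.8-fold by summed totals), and with MS2 miR-2682-3p was at least 7.71-fold higher (341-fold), while miR-124-3p fell by 9.77 log2 (SE 1.30, adjusted p = 2.9e-09). In miRNeasy miR-4520a-5p was at least 21.8-fold higher than in TRIzol (1436-fold), and miR-5194, with 2009 counts in TRIzol, had none, at most 0.00172 of its TRIzol level after TMM scaling and 0.113 by summed totals. In mirVANA miR-423-3p was at least 12.4-fold higher (86.7-fold by summed totals; adjusted p = 1.2e-04), a miRNA whose hairpin overlaps that of miR-3184 on the other strand. miR-486-5p did not pass in miRNeasy (log2 fold change 0.41; adjusted p = 0.79) by TMM scaling, and passed by library size alone (6.82, adjusted p = 2.9e-13).

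Of 2035 miRNAs tested from unpooled serum, 227 rose and 47 fell with glycogen, 161 and 100 with MS2, 337 and 122 with yeast tRNA, 55 and 203 in miRNeasy and 221 and 45 in mirVANA. After Exosome precipitation 0 passed in edgeR, where 220 lay below 0.05 before adjustment, and 0 in DESeq2. Every library lay on one side of every TRIzol library for 43.6% with glycogen, 46.6% with MS2, 57.6% with yeast tRNA, 22.0% in miRNeasy, 10.3% in mirVANA and 11.5% after Exosome precipitation, where chance gives 10%. TMM scaling moves the median log2 fold change by -1.96, -5.001, -5.19, -4.55, -2.67 and -1.99 in that order, and by library size alone 1245 rose and 13 fell, 1986 and 13, 1972 and 14, 354 and 15, 1236 and 0, and 432 and 0. The procedures with glycogen, MS2 and yeast tRNA carry another naming scheme than TRIzol, and these numbers cannot be told apart from a library batch. For miRNeasy the number after the sample number in the column names differs from that of every TRIzol library, so a batch is not excluded there.

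By lists from unpooled serum, muscle miRNAs went up with glycogen (fry, adjusted p = 0.0356; 1 rose, 1 over the list alone, miR-1 by 3.80 log2, SE 1.03, adjusted p = 0.0041) and with MS2 (adjusted p = 0.0411; 0 rose, 2 over the list alone). Liver miRNAs went up with yeast tRNA (adjusted p = 0.0356; 1 rose, 2 over the list alone; miR-194-5p by 4.25, SE 0.94, adjusted p = 2.2e-04) and in mirVANA (adjusted p = 0.0469; 1 rose, 3 over the list alone). Brain miRNAs went down in miRNeasy (adjusted p = 0.00283; 1 fell, miR-124-3p, and 4 over the list alone; 0.526 by library size alone). There the fitted log2 fold changes of all 2035 miRNAs have a median of -6.85 after TMM scaling, so a fall of this list is not separated from the general shift. Its member miR-124-3p is also among the 7 miRNAs with near-equal counts in TRIzol. With an estimated correlation each of these lists has an adjusted p = 0.776 or higher, and no other list passed.

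miR-3168 was the first or second miRNA of most procedures from pooled serum, and its hairpin shares 13 bases with the 5' adaptor of the sequencing kit, more than any other of 1879 hairpins (next 10 bases). Adaptor reads could thus be counted as miR-3168, a hypothesis that the counts alone do not settle, and a search of the raw reads for the adaptor beside the 13 bases would. The hairpin of miR-425, of which miR-425-3p is among the 7 near-equal miRNAs, shares 12 bases with the kit's 3' adaptor, also more than any other (next 10), on the opposite strand at bases 40 to 51 of 87. Whether these lie in miR-425-3p was not tested.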
